# Bioactive compound C498-0670 alleviates LPS-induced sepsis *via* JAK/STAT and NFκB signaling pathways

**DOI:** 10.3389/fimmu.2023.1132265

**Published:** 2023-04-14

**Authors:** Jing Xu, Xinxin Zhang, Mingming Zhou, Peizhe Lu, Yuting Xu, Lihong Wu, Qianyue Zhang, Zhihua Wu, Xiaoyu Xu, Pengfei Shi, Qingda Wei, Xiaoyu Li, Qiaoling Song

**Keywords:** anti-inflammatory, JAK/STAT, NFκB, LPS, transcriptome sequencing, septic shock

## Abstract

The JAK/STAT and NFκB signaling pathways are two major inflammatory signaling pathways that are usually activated simultaneously in the body’s inflammatory response to bacterial or viral infections. Hyperactivation of these two prominent signaling pathways is associated with various immune-related diseases and mortality, pointing to an urgent need for drug development targeting JAK/STAT and/or NFκB signaling. In this study, we screened 18,840 compounds using our well-established dual STAT-NFκB driven luciferase reporter based high-throughput screening system and identified a bioactive compound C498-0670, which inhibits both JAK/STAT and NFκB signaling. C498-0670 inhibits the activation of STATs and p-IKKα/β in both the immortalized cell lines and primary peritoneal macrophages, while suppressing the expression of LPS-induced inflammatory mediators *in vitro*. In addition, the overall anti-inflammatory effects of C498-0670 were investigated using transcriptome sequencing and bioinformatics approaches. C498-0670 was predicted to alleviate sepsis/septic shock by disease/function analysis using IPA software, which was further verified in the LPS-induced mouse sepsis model *in vivo*. C498 reduced LPS-induced liver and kidney damage, myeloid cell infiltration, and pro-inflammatory cytokine and chemokine production *in vivo*. Furthermore, the SPR-HPLC-MS-based target fishing approach was used to identify the putative drug targets, and the high affinities of JAK2 (JAK/STAT signaling), NFKBIA (NFκB signaling), and IL-1β, NLRP1b (inflammasome signaling) for C498-0670 were verified by molecular docking approach. These results suggest that C498-0670 can be used as a dual-target inhibitor of JAK/STAT and NFκB signaling pathways for the treatment of various inflammatory diseases, especially septic shock.

## 1 Introduction

Inflammation, especially acute inflammation, is the human body’s defense response to various infections, harmful stimuli, and tissue damage (1). However, an over-activated immune system can lead to organ damage or even death. The secretion of a large number of cytokines such as interleukin 1 (IL-1), interleukin 6 (IL-6), tumor necrosis factor alpha (TNF-α), and the overactivation of the related signaling pathways including JAK/STAT and NFκB could cause serious side effects such as vasodilation, increased permeability, leukocyte exudation and ultimately tissue destruction (2). For example, excessive IL-6 production could induce cell apoptosis and lung injury by activating the JAK2/STAT3 signaling pathway (3). Activation of the NFκB pathway increases the transcription of inflammation-related genes and induces increased secretion of cytokines such as IL-6 and TNF-α, leading to pathological damage in patients (4). Therefore, the development of drugs targeting the JAK/STAT and NFκB pathways may be a promising strategy for the treatment of inflammatory diseases.

JAK/STAT signaling begins with the binding of various ligands such as growth factors, interleukins or interferons to the specific membrane receptors to activate JAK/STAT cascades (5). For instance, IL-6 binds to the IL-6R/gp130 complex to recruit JAKs (JAK1/2 and TYK2) intracellularly, which further phosphorylates STAT3, allowing it to enter the nucleus, which induces the production of its downstream genes such as IL-1β and IL-6. Type I interferon (IFN-I) binds to the interferon-α/β receptor (IFNAR), phosphorylates downstream STAT1 and STAT2 *via* activated TYK2 and JAK1, and binds to the IFN regulatory factor 9 (IRF9) to form the IFN-stimulated gene factor 3 (ISGF3) complex. The ISGF3 complex then translocates to the nucleus and participates in the inflammatory response (6). Similarly, NFκB signaling can be activated by a variety of ligands, such as Toll-like receptor (TLRs) agonists and cytokines (TNF-α and IL-6), and downstream mediators, including IKK and IκB during the inflammatory response. TNF-α binds to the TNF receptor and interacts with intracellular mediators to transmit the signal to IκB kinase (IKK). IκB is then dissociated from the p50/p65/IκB heterotrimer and degraded by the proteasome to release NFκB, which enters the nucleus to regulate the release of pro-inflammatory factors (7). Gram-negative bacterial components such as LPS bind to TLR4 and activate the myeloid differentiation factor 88 (MyD88) dependent IKK-IκB-NFκB cascade to trigger the production of pro-inflammatory cytokines such as TNF-α and IL-1 (8). Meanwhile, LPS activates TLR4 mediated TIR-domain-containing adapter-inducing IFN-β (TRIF)-dependent IRFs’ activities to induce IFN-I production, which could activate JAK/STAT signaling to drive the expression of downstream ISGs (9). In addition, the activation of both TRIF and Myd88 signaling could induce IL-6 expression, which could subsequently activate STAT3 signaling. Therefore, mechanistically, JAK/STAT and NFκB signaling pathways could co-activate during the infection process such as in bacterial infection, and co-operatively and complementarily exert inflammatory stimulating effects. Besides, once either signaling pathway is activated by stimuli such as endotoxins and cytokines, cytokines and chemokines can be induced to activate another signaling pathway and cause the sequential activation of JAK/STAT and NFκB signaling pathways (10, 11). Furthermore, NFκB family members RelA/p65 and p50 could directly and physically interact with STAT3, leading to specific transcriptional synergy, which explains the intense interaction of JAK/STAT and NFκB signaling pathways (11). Therefore, although inhibitors of both JAK/STAT and NFκB signaling pathways are under continuous investigation (12, 13), inhibitors that target both JAK/STAT and NFκB signaling pathways may be more promising for anti-inflammatory treatment (14).

Sepsis is widely defined as a life-threatening organ dysfunction (15) and is a syndrome of multiple organs or tissue damage caused by a systemic inflammatory response. The JAK-STAT signaling pathway plays a key role in sepsis and is involved in both the systemic inflammatory response syndrome (SIRS) and the compensatory anti-inflammatory response syndrome (CARS) phases of sepsis (16). Similarly, MicroRNAs promote sepsis-induced cardiomyopathy progression and neurovascular dysfunction by upregulating genes associated with the NFκB signaling pathway (17). In the experimental models of sepsis, JAK2 inhibitors have been shown to block the classical p65RelA/p50 NFκB pathway, inhibiting the production of inflammatory factors, thus saving animals from sepsis (18). Either alone or in concert, the JAK/STAT and NFκB pathways play a critical role in the progression of severe inflammatory diseases such as sepsis. Therefore, dual-target inhibitors would be more effective for the treatment of inflammatory diseases.

In the current study, to identify the drug hits for these two pathways, we performed a high-throughput drug screening process of 18,440 small molecule compounds using our established luciferase based dual-JAK/STAT and NFκB signaling drug screening platform (14). A novel bioactive compound C498-0670 (C498), which was designed as a microtubule-associated protein TAU inhibitor, was identified as a dual-JAK/STAT and NFκB inhibitor. Both *in vitro* experiments and transcriptome analysis indicate that C498 effectively inhibited the activation of STATs and IKK, and the LPS induced gene expression changes. Functional analysis also suggested that C498 had the potential to treat various inflammatory diseases including sepsis. In an *in vivo* LPS induced sepsis model, C498 ameliorated the reduction of body temperature and inhibited the systemic inflammatory response and tissue damage caused by LPS. Besides, through the target fishing approach and molecular docking analysis, targets putatively responsible for the inhibition of JAK/STAT (JAK2), NFκB (NFKBIA) and inflammasome formation (IL-1β and NLRP1b) were identified and validated. All these data suggest that C498 may serve as a promising anti-inflammatory drug for the treatment of various inflammatory diseases.

## 2 Materials and methods

### 2.1 Antibodies and reagents

Primary antibodies used in the study were detailed in **Table S1**. Cell lysis buffer (Cat. 9803) was purchased from Cell Signaling Technology. Protease Inhibitor (Cat. 11836145001), Phosphorylation Inhibitor Cocktail Reagent (Cat. 4906837001) and SYBR Green PCR Master Mix (2×) (Cat. 4913914001) were from Roche Diagnostics. Horseradish peroxidase-conjugated secondary antibodies (Cat. abs20001; abs20002) were obtained from Absin. Kolliphor^®^ HS 15 (HS-15) (Cat. 42966) and lipopolysaccharide/LPS (Cat. 916374) were from Sigma. Recombinant mouse IL-6 (Cat. 200-06), human and mouse TNF-α (Cat. 315-01A; 300-01A), mouse IFN-γ (Cat. 315-05) and IFN-β (Cat. 300-02BC) were obtained from PeproTech. Mouse granulocyte colony-stimulating factor (G-CSF) ELISA Kit (Cat. ab197743) was bought from Abcam. Mouse IL-6 ELISA Kit (Cat. abs520004) and Mouse IL-1β ELISA Kit (Cat. abs520001) were purchased from Absin. Urea Assay Kit (Cat. C013-2-1), Alanine aminotransferase (ALT) Assay Kit (Cat. C009-2-1), and Aspartate aminotransferase (AST) Assay Kit (Cat. C010-2-1) were purchased from Nanjing Jiancheng Bioengineering Institute. The detailed compound library information was as in our previously published literature (14). The bioactive compound C498-0670 (C498) was acquired from TargetMol.

### 2.2 Cell culture

DU145, A549, THP-1, and HeLa cells were purchased from the American Type Culture Collection (ATCC). The established dual STAT-NFκB driven luciferase reporter cell line SKA-II was derived from A549 cells, which were transfected with luciferase expressing plasmid containing a 16 × SIE (8 × 5’-TTCCTGTAA-3’ and 8 × 5’-TTCCCGTAA-3’) plus 1 × NFκB (5’-GGGAATTTCC-3’) binding element with one TATA box (14). HeLa, SKA-II cells (14), and peritoneal macrophages were incubated in Dulbecco’s modified Eagle’s medium (DMEM), and DU145 and THP-1 cells were cultured in Roswell Park Memorial Institute (RPMI) 1640 medium. Cells were incubated in a culture medium supplemented with 10% fetal bovine serum (FBS, Gibco), 100 IU/ml penicillin, and 100 μg/ml streptomycin. All cells were cultured at 37°C in humidified incubators with 5% CO_2_. All the cell lines were authenticated by STR profiling and tested without mycoplasma contamination.

### 2.3 Animals

Male C57BL/6 strain mice (SPF degree, 6-8 weeks old) were purchased from Beijing Vital River Laboratory Animal Technology Co., Ltd. They were housed in a laboratory animal room free of specific pathogens with a 12 hours light-dark cycle. All animal experiments were approved by the Committee of Experimental Animals of the School of Medicine and Pharmacy, Ocean University of China (OUCSMP-20220301).

### 2.4 Primary peritoneal macrophage isolation

Detailed protocol for harvesting primary mouse peritoneal macrophage has been reported previously (19). Briefly, 38.5 grams of the BBL™ Thioglycollate Medium Brewer Modified powder (BD Biosciences, Cat. 211716) was dissolved in 1 L purified water under frequent agitation, autoclaved at 121°C for 15 min and then stored at 4°C for at least 3 months. Mice were injected intraperitoneally with 1 ml of aged thioglycolate. Mice were sacrificed 72 hours later, and peritoneal macrophages were harvested by flushing the peritoneal cavity.

### 2.5 Luciferase reporter assay

SKA-II cells (8,000/well) were inoculated into 96-well white plates (Corning) and incubated overnight at 37°C in an incubator with 5% CO_2_. These cells were then treated with either vehicle or C498 at the indicated concentrations for 24 h. Luciferase activity was determined using Promega luciferase kits (Cat. E2510) and measured by a SpectraMax^®^ L microplate reader (Molecular Devices). The *in vitro* luciferase experiments were repeated three times.

### 2.6 Western blotting

The immortalized cell lines and peritoneal macrophages were treated with 2.5, 5, 10, and 15 μM of C498 for 2 h followed by cytokine stimulation: 20 ng/ml IL-6, 50 ng/ml IFN-β/IFN-γ, or 20 ng/ml TNF-α for 10 min, or 100 ng/ml LPS for 0.5 h. Cells were washed twice with cold PBS and harvested in cell lysis buffer containing protease and phosphatase inhibitors. A total of 20 μg protein lysates were resolved on SDS-PAGE electrophoresis gel and transferred onto nitrocellulose (NC) membranes (GE Healthcare, Cat. 10600034). After blocking with 5% nonfat milk solution in TBST (10 mM Tris, pH 8.0, 150 mM NaCl, 0.1% Tween 20) for 1.5 h, the membranes were incubated with primary antibodies overnight at 4°C. After being washed with TBST, the membranes were incubated with horseradish peroxidase-conjugated secondary antibodies for 2 h at room temperature. Immune complexes were detected with an Immobilon™ Western Chemiluminescence HRP Substrate (Millipore, Cat. NO. WBKLS0500) and photographed with a Tanon 5200 imaging system. The *in vitro* Western blotting experiments were repeated three times.

### 2.7 Real-time PCR measurement

Total RNA was extracted from cultured cells or mice tissues with RNAiso Plus (TaKaRa, Cat. 9109). Genomic DNA removal and reverse transcription reactions were determined with the PrimeScript™ RT reagent Kit (Roche, Cat. RR037A) and Genomic DNA Eraser. cDNA samples were amplified by StepOne Plus Real-Time PCR System (Applied Biosystems) using SYBR Green PCR Master Mix. The target gene expression levels were normalized to GAPDH, and relative expression was determined using the Δ Ct relative Quantification method (14). The *in vitro* RT-PCR experiments were repeated three times. The primer sequences for RT-PCR were listed in **Table S2**.

### 2.8 Transcriptome sequencing

Mouse peritoneal macrophages were isolated and treated with vehicle or C498 (15 μM) for 0.5 h, followed by LPS (100 ng/ml) challenge for an additional 4 h (n = 2 per group). Total RNA was isolated using TRIzol (Thermo Fisher Scientific) and genomic DNA was removed using DNase I (Takara). RNA purification, reverse transcription, library construction, and sequencing were determined. The mRNA was fragmented and the short sequence fragments were sequenced using the Illumina platform. The final library was then sequenced on Illumina Nova Seq6000. The raw sequencing data were filtered with fastp. The clean data were then compared with the reference genome using the HISAT2 (20) software. The mapped reads for each sample were assembled by StringTie. The expression levels were quantified separately using the software RSEM. Differential expression analysis was determined using DESeq2, and genes with fold change (FC)≥ 2 and P-adjust ≤ 0.05 were considered as significantly differentially expressed genes. KEGG pathway enrichment analysis (21), PPI (22), GSEA (23), Reactome (24), trend (25) and IPA analysis (26) of DEGs were performed.

### 2.9 Mouse sepsis model

Mice were randomly divided into three groups (n = 6 per group) and intraperitoneally injected with either vehicle (10% HS-15 + 2% DMSO in PBS buffer) or 5 mg/kg of C498 dissolved in 10% HS-15 + 2% DMSO PBS buffer. Twelve hours later, mice were challenged i.p. with 6 mg/kg of LPS. The body temperature of mice was monitored. The *in vivo* mouse septic experiments were repeated three times.

### 2.10 HE staining

Mouse lung and kidney tissues embedded in paraffin were sectioned and stained with H&E according to a standard protocol (27). Briefly, paraffin-embedded mouse tissue sections were deparaffinized in xylene and rehydrated in serial decreasing concentrations of ethanol. The slides were then stained with Hematoxylin solution, Hematoxylin Differentiation solution and Hematoxylin Scott Tap Bluing sequentially. Next, the slides were dehydrated with 85% and 95% ethanol and finally stained with Eosin dye. Then, the sections were dehydrated successively in gradient ethanol and xylene, mounted with resin mounting medium and observed with microscope inspection.

### 2.11 Immunofluorescence staining

Paraffin-embedded tissue sections were deparaffinized in 2 changes of xylene and rehydrated in serial decreasing concentrations of ethanol (100%, 85% and 75%). The sections were then immersed in EDTA antigen retrieval buffer (pH 8.0) (Servicebio, G1206) and held at sub-boiling point temperature for 8 min twice. After washing three times with PBS (pH 7.4) in a Rocker device (Servicebio, TSY-B), the sections were further covered to block non-specific binding in 3% BSA for 30 min, followed by incubation overnight at 4°C in a wet box with primary antibody CD11b or IL-6 prepared in PBS at a certain ratio (1:500). After washing 3 times for 5 min each on a rocker in PBS (pH 7.4), sections were covered with fluorescent-CY3 secondary antibody (Servicebio, GB21303), and incubated for 50 min at room temperature in dark. After incubating with DAPI solution (Servicebio, G1012) at room temperature for 10 min in dark, sections were incubated with spontaneous fluorescence quenching reagent (Servicebio, G1221) for 5 min. Then, the sections were mounted with an anti-fade mounting medium (Servicebio, G1401). Microscopy detection and collection of images were performed by Fluorescent Microscopy (Nikon, NIKON ECLIPSE C1). The color channel of the fluorescence was adjusted using CaseViewer software. The quantification was determined by ImageJ software.

### 2.12 Target capture technology based on surface plasmon resonance

C498 were formulated with DMSO and immobilized on a 3D photo-crosslinked chip surface by array spotting using a BioDot™-1520 array printer. Peritoneal macrophage lysate was used as the liquid phase and a microfluidic environment was established. The binding of protein targets interacting with C498 on the surface of the chip was monitored in real-time by the surface plasmon resonance (SPR) assay. C498 Dotted area signal curve (red) indicates the signal change in the dotted area of the compound on the chip, while the background noise signal curve (black) indicates the signal change in the unsampled area (data not shown). After testing, the chips were subjected to *in situ* enzymatic digestion, followed by identification of the protein species enriched on the chip surface through HPLC-MS assay (TripleCore Tech China). A total of 144 proteins were analyzed and confirmed, including 89 high-score targets (> 1000), 50 mid-score targets (> 200 and < 1000) and 5 low-score targets (< 200). Bioinformatic analysis was performed to identify targets.

### 2.13 Molecular docking

The molecular structure files of the target proteins were downloaded from PDB database (https://www1.rcsb.org/). PyMOL 2.3.0 software was used to perform operations such as the deletion of water molecules and the deletion of proligands for the downloaded target proteins. C498 small molecule structure files were downloaded from PubChem database. Chem3D (ver. 2020) software was used to obtain the optimal conformation of the energy-minimized small molecule. Auto Dock Tools 1.5.6 was used to hydrogenate target protein molecules and determine the twistable bonds of small molecules. Protein activity pockets were predicted using the POCASA protein activity pocket online prediction tool. Molecular simulation docking of target proteins and small molecules was performed using Auto Dock Vina v.1.2.0 software and visualized using PyMOL 2.3.0 software and Discovery Studio 2020.

### 2.14 Statistical analysis

All the histograms and line charts were made by GraphPad Prism 9.0. Results were graphed as mean ± SEM. Significant differences between data groups were obtained by unpaired Student’s t-test or one-way or two-way ANOVA. Significant differences are indicated as * P-value < 0.05.

## 3 Results

### 3.1 C498 is identified as a dual-target inhibitor of JAK/STAT and NFκB signaling

As we previously described (14), we screened a total of 18,840 small molecules through a high-throughput drug screening workflow (**Figure S1A**). Those compounds with inhibitory activities were further filtered by searching the PubMed database to omit previously reported compounds that interacted directly or indirectly with JAK/STAT and NFκB signaling. After that, C498-0670 (C498) from TargetMol Bioactive Compounds Library Plus (Cat. D7800) (**Figure 1A**), for which no biological activity reports were retrieved in PubMed, was identified as one of the most potent inhibitors for dual JAK/STAT and NFκB luciferase activities. The C498 drug-likeness prediction by SwissADME tool (28) shows that C498 completely obeys the Lipinski rule of five (29) (below 5 hydrogen bond donors, 10 hydrogen bond acceptors, 10 rotatable bonds, MLOGP < 4.15 and 500 molecular weight) with 0 violations, confirming its drug-like capability. Next, the inhibition of luciferase activity and cytotoxicity were explored in a serial of doses. As shown in **Figure 1B**, C498 effectively inhibited luciferase activity in a dose-dependent manner (IC_50_ = 5.362 µM). The IC_50_s for growth inhibition of luciferase based cell line SKA-II (14) and immortalized cell lines A549 and DU145 were more than 30 µM (much higher than luciferase inhibitory IC_50_ value), pointing to its low cytotoxicity (**Figures 1C-E**). To distinguish whether C498 inhibits STATs, NFκB, or both, we examined the influence of C498 on these two signaling pathways separately. As shown in **Figure 1F**, C498 inhibited TNF-α-induced phosphorylation of IKKα/β in a dose-dependent manner in the immortalized cell lines HeLa and THP-1 cells, indicating its inhibitory activity on NFκB signaling. Besides, C498 also inhibited the constitutive activation of STAT3 in A549 and DU145 cells (**Figure 1G**), indicating its inhibitory activity on STAT signaling. These data suggest that C498 has a dual inhibitory effect on JAK/STAT and NFκB signaling pathways.

**Figure 1:**
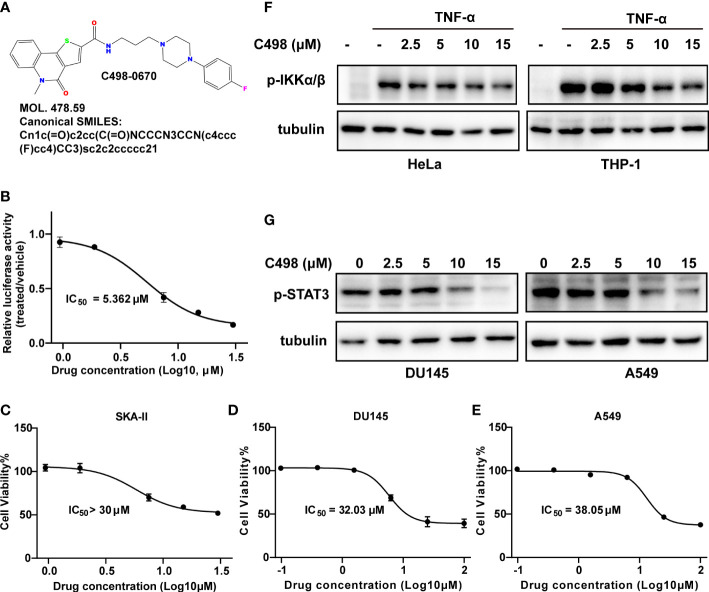
C498 is identified as a dual-target inhibitor of STAT and NFκB signaling pathways by a luciferase drug screening system. **(A)**, The chemical structure, molecular weight, and Canonical SMILES of C498. B-E, SKA-II, DU145 and A549 cells were seeded in 96-well plates and cultured overnight. Cells were treated with DMSO or a serial of C498 for 24 h. Luciferase activities of SKA-II cells were determined after 24 h **(B)**. The cell viability of SKA-II **(C)**, DU145 **(D)** and A549 **(E)** cells was determined after 24 h using resazurin assay. **(F)** HeLa and THP-1 cells were treated with DMSO or C498 at 2.5, 5, 10, and 15 μM for 2 h, followed by TNF-α stimulation (20 ng/ml, 10 min). Western blot analysis was determined on whole cell lysates and detected with anti-pSer176/180-IKKα/β antibodies. Tubulin was used as a loading control. **(G)** A549 and DU145 cells with constitutive STAT3 activation were treated with DMSO or C498 at 2.5, 5, 10, and 15 μM for 2 h. Western blot analysis was determined on whole cell lysates and detected with an anti-pTyr705-STAT3 antibody. Tubulin was used as a loading control.

### 3.2 C498 inhibits JAK/STAT and NFκB signaling and downstream gene expression in mouse primary peritoneal macrophages

Considering the essential role of JAK/STAT and NFκB signaling pathways in acute inflammatory diseases and immune cell responses (11), we further investigated the inhibitory effects of C498 on innate immune cells, such as primary peritoneal macrophages. Cytokines (IL-6, IFN-γ, and IFN-β) induced JAK/STAT signaling, and LPS and TNF-α induced NFκB signaling, are both engaged in macrophage-driven immune responses (30). Consistent with the findings in **Figure 1**, C498 effectively inhibited TNF-α and LPS-induced IKKα/β phosphorylation (**Figures 2A, B**), IL-6-induced STAT3 activation (**Figure 2C**), and IFN-β induced STAT2 activation and IFN-γ-induced STAT1 phosphorylation (**Figures 2D, E**). Since LPS can sequentially activate JAK/STAT and NFκB signaling, we investigated the effects of C498 on the expression of major downstream genes under LPS stimulation. C498 diminished LPS induced gene expressions such as IL-1β, IL-6, TNF-α, CXCL1, CXCL2, CXCL10, CCL2, CCL3, and IFN-γ (**Figures 2F-N**). The protein concentrations could roughly indicate the cell number, which were not altered by C498 treatment at 5 μM for up to 10 h (**Figure 2O**). The IC_50_ value of cell viability for mouse primary peritoneal macrophages was 28.75 μM, which is much higher than the concentration for signaling inhibition in **Figures 2A-N** (**Figure 2P**). These data suggest that C498 exhibited anti-inflammatory effects by inhibiting the JAK/STAT and NFκB pathways and their downstream gene expression in primary macrophages *in vitro* with no observed cytotoxicity.

**Figure 2:**
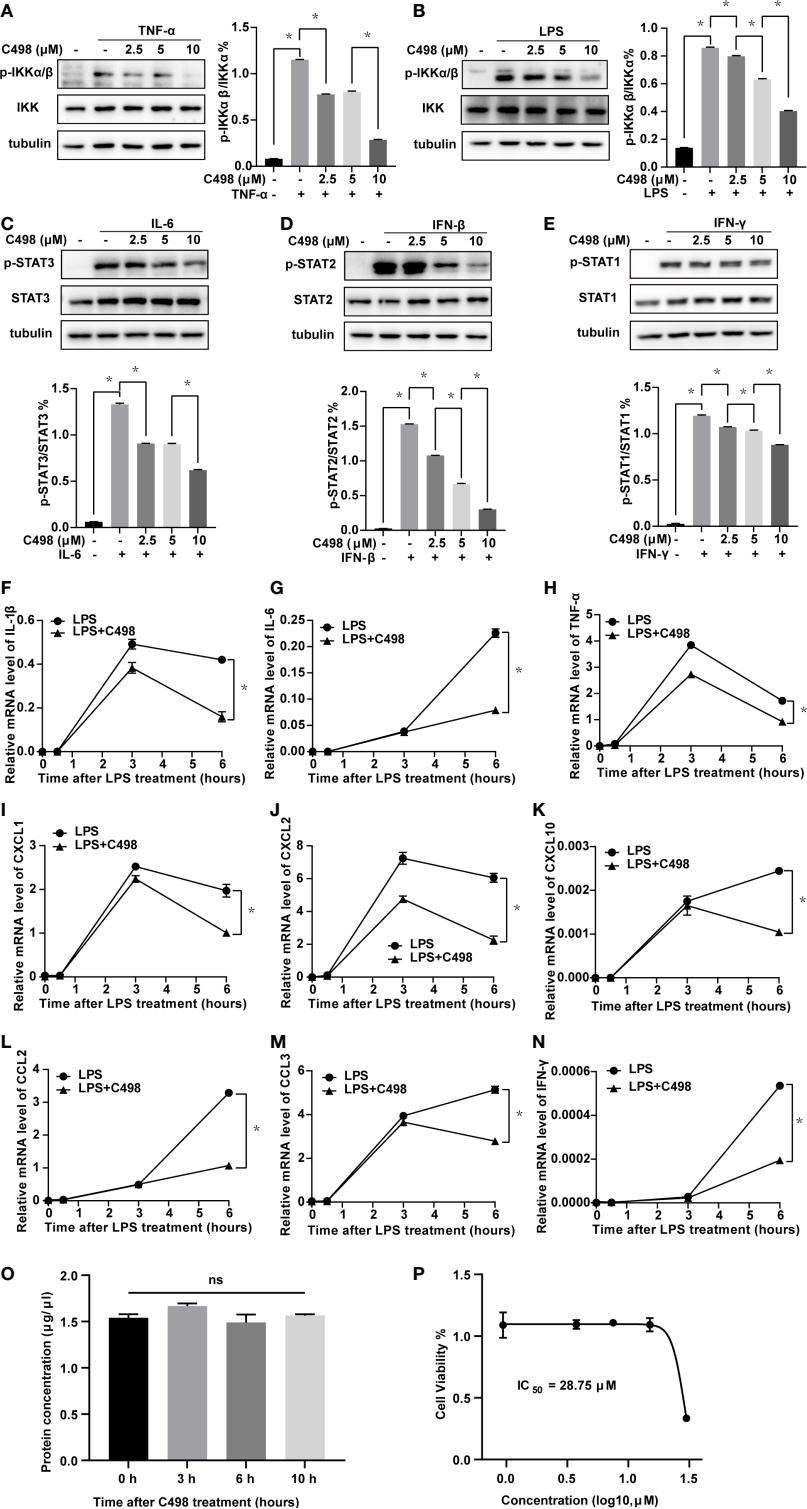
C498 inhibits JAK/STAT and NFκB signaling pathways and downstream gene expression in mouse peritoneal macrophages. **(A-E)** Peritoneal macrophages were isolated and treated with DMSO or C498 at 2.5, 5, and 10 μM for 2 h, followed by stimulation with 20 ng/ml TNF-α for 10 min or 100 ng/ml LPS for 0.5 h (**A**, **B**), 20 ng/ml IL-6 **(C)**, 50 ng/ml IFN-β and IFN-γ (**D**, **E**) for 10 min. Western blot analysis of whole cell lysates and quantitative analysis were determined with primary antibodies including anti-pSer176/180-IKKα/β and anti-IKK (**A**, **B**), anti-pTyr705-STAT3 and anti-STAT3 **(C)**, anti-pTyr690-STAT2 and anti-STAT2 **(D)**, anti-pTyr701-STAT1 and anti-STAT1 **(E)**. F-N, Peritoneal macrophages were pretreated with DMSO or C498 (5 μM) for 30 min and then stimulated with 150 ng/ml LPS for additional 0, 0.5, 3, and 6 h. The relative mRNA levels of IL-1β **(F)**, IL-6 **(G)**, TNF-α **(H)**, CXCL1 **(I)**, CXCL2 **(J)**, CXCL10 **(K)**, CCL2 **(L)**, CCL3 **(M)** and IFN-γ **(N)** were determined by RT-PCR. **(O)** Peritoneal macrophages were treated with 5 μM C498 for 0, 3, 6 and 10 h, cell lysates were harvested, and protein concentrations were determined. **(P)** Peritoneal macrophages were seeded in 96-well plates, cultured overnight, and treated with DMSO or a serial of C498. Cell viability was determined after 24 h. *P < 0.05 is considered significant. ns, not significant.

### 3.3 Transcriptome profile systematically illuminates the anti-inflammatory effects of C498 in peritoneal macrophages

Following our investigation of C498 on immune cells, we performed transcriptome analysis to thoroughly elucidate the anti-inflammatory effects of C498. As shown in **Figure S1B**, peritoneal macrophages treated with vehicle (NC), LPS or C498 alone, or combination of C498 and LPS were collected and processed for RNA sequencing (GSE220654). 

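The cells were mouse peritoneal macrophages, which thioglycollate broth had drawn into the abdominal cavity before they were collected. Each of the 4 groups had 2 samples, 8 in all. C498 was added at 15 µM for 0.5 h before LPS, a cell wall component of Gram-negative bacteria, which was then left on the cells at 100 ng/ml for 4 h. The authors trimmed the reads with fastp, aligned them with HISAT2, assembled transcripts with StringTie, quantified them with RSEM and tested counts with DESeq2. The paper's text does not name the genome build, the annotation or the tool versions. The values analysed here are TPM levels, in which reads are divided by gene length and every sample is scaled to the same total. TPM levels keep no record of the number of reads, so the depth behind each value is unknown and the authors' DESeq2 test, which needs counts, was not repeated. The table lists 55801 genes, of which between 17528 and 18975 were above 0 in a sample. The 12189 genes with a mean TPM of at least 1 were tested with limma on log2(TPM + 1) in a fit of all 8 samples, and p was adjusted over these genes by the Benjamini-Hochberg method. Adding 1 before taking the logarithm draws the changes of genes at low TPM levels towards 0. DEGs were genes with a fold change of at least 2 and an adjusted p of at most 0.05, the thresholds of the paper. Across the tested genes, Pearson's r between the replicates of a group was 0.962 for NC, 0.981 for LPS, 0.970 for C498 and 0.971 for C498+LPS. Between samples of different groups r ranged from 0.891 to 0.952, and genes are not independent replicates.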

As expected, LPS treatment significantly regulated numerous gene expression changes (**Figure 3A** and **S2A**) (14, 31). 

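In LPS vs NC, 677 genes were called upregulated and 814 downregulated, and 5017 genes had an unadjusted p under 0.05. Dropping the fold change threshold moved these counts most, to 1200 upregulated and 2409 downregulated genes. The median log2 change of all tested genes was -0.17, and centring every sample on its median gene took it to -0.000539. With centring, 853 genes were upregulated and 530 downregulated, which raised the upregulated share of the DEGs from 45.4% to 61.7%, and 1206 of the DEGs remained. Quantile normalization gave 767 upregulated and 510 downregulated genes, a share of 60.1%. Which direction held more DEGs therefore changed with the scaling of the samples.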

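Of the 677 genes upregulated in LPS vs NC, 295 were among the 4749 tested genes with a KEGG pathway in the deposited annotation, which served as the background. Fisher's exact test (one-sided) over 329 pathways of 5 to 500 genes gave 55 pathways with a Benjamini-Hochberg adjusted p of at most 0.05, and 61, the count farthest from this, with all tested genes as the background. The TNF pathway had the smallest adjusted p, 3.82e-17, with 36 of its 98 genes upregulated where 6.09 were expected. In the NFκB pathway 28 of 88 genes were upregulated (adjusted p = 9.56e-12), and in the NOD-like receptor pathway 33 of 146 (adjusted p = 1.57e-09). The Toll-like receptor pathway had 21 of 78 genes upregulated (adjusted p = 1.6e-07). Cytokine-cytokine receptor interaction, with 41 of 133 genes (adjusted p = 8.33e-17), and the IL-17 pathway, with 25 of 69 (adjusted p = 9.53e-12), ranked beside them. Many of these genes belong to several pathways, so the tests are not independent of each other.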

KEGG functional enrichment analysis of the upregulated DEGs identified various upregulated proinflammatory signaling pathways, such as TNF signaling pathway, NFκB signaling pathway, Toll-like receptor signaling pathway, and NOD-like receptor signaling pathway (**Figure S2B**). Similar proinflammatory pathways were also observed in GSEA analysis (**Figure S2C-F**). 

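GSEA was replaced by limma's camera, which asks whether the genes of a set changed more than the other tested genes, with a preset correlation between genes of 0.01 and over 36 sets per comparison. In LPS vs NC, the median log2 change was 0.60 over the KEGG genes of the TNF pathway (77 of 98 higher, adjusted p = 1.53e-17) and 0.43 over those of the NFκB pathway (63 of 88 higher, adjusted p = 1.76e-12). It was 0.31 over the Toll-like receptor pathway (53 of 78 higher, adjusted p = 2.07e-09) and 0.17 over the NOD-like receptor pathway (90 of 146 higher, adjusted p = 9.05e-08). In all, 20 sets were shifted up and 1 down. With limma's fry in place of camera, these 4 pathways had adjusted p from 0.000907 to 0.00657. With the correlation estimated for each set, none of the 36 sets passed the threshold, and the adjusted p of the 4 pathways lay between 0.271 and 0.441. The 17 inflammatory factors of Fig. 3C, all called upregulated, did not pass in that setting either (adjusted p = 0.0986). With 2 samples per group a failure there therefore says little. The NC replicates moved the smaller medians: without NC replicate 1 they were 0.67 (NFκB), 0.52 (Toll-like receptor) and 0.35 (NOD-like receptor), and without NC replicate 2 they were 0.24, 0.15 and 0.083. Without LPS replicate 1 the Toll-like receptor median was 0.19.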

Using IPA analysis, downstream mediators of LPS binding receptor TLR4, including TNF, IL-1β, IL-6, IFN-γ, NFκB, and STAT3 were predicted to be activated by LPS (**Figure S2G-H**). 

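IPA, which predicts the activity of a regulator from the genes downstream of it, was not repeated, and the transcripts of the genes themselves were measured. In LPS vs NC, limma gave a log2 change of 7.77 for Il6 (standard error 0.155, adjusted p = 4.59e-07) and 6.47 for Il1b (standard error 0.135, adjusted p = 5.42e-07) while the mean of Tnf rose 43.2-fold. Ifng rose from a mean of 1.02 to 5.44 TPM (log2 change 1.68, standard error 0.278, adjusted p = 0.00464). Nfkbia, a gene that NFκB induces, changed by 2.07 (adjusted p = 4.01e-05), and every LPS sample was above every NC sample for these 5 genes. The transcript of Stat3 did not pass the threshold at 0.32 (adjusted p = 0.199). Its change was 0.58 without NC replicate 1 and 0.060 without NC replicate 2, and with centring it was 0.49 with an adjusted p of 0.0285, within a range of 0.0285 to 0.362 over the alternatives. Tlr4 itself was at 21.6 ± 8.89 TPM in NC and 13.4 ± 1.1 TPM in LPS (SD, n = 2), and its change of -0.60 was within the spread of the replicates (limma, adjusted p = 0.176), with -0.18 without NC replicate 1 and -1.01 without NC replicate 2.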

TNF, NOD-like receptor signaling pathway, and NFκB signaling-related leukocyte activation and shock response are both enriched in the LPS upregulated networks (**Figure S2G-H**). 

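The clustering of a protein interaction network was not repeated, and the TPM levels of genes that stand at its centre are given instead. Cxcl2 rose from 35.5 ± 8.51 TPM in NC to 2679 ± 1.21 TPM in LPS (SD, n = 2 per group, log2 change 6.22, adjusted p = 1.7e-06 from limma). Cxcl1, which lies beside it on chromosome 5, rose from 12.4 ± 0.445 to 662.0 ± 4.16 TPM, with a log2 change of 5.63. Il1a had a log2 change of 5.03 (standard error 0.182, adjusted p = 6.3e-06). Jak2 was at 28.3 ± 10.1 TPM in NC and 142.8 ± 16.9 TPM in LPS, a log2 change of 2.33 (standard error 0.227, adjusted p = 0.000497 from limma). For all 4 genes both LPS samples were above both NC samples.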

In the PPI network, IL-1, IL-6, TNF, CXCL1, CXCL2, and JAK2 are identified as hub genes to regulate responses to LPS treatment (**Figure S2I**). All of these data verify the pivotal roles of JAK/STAT and NFκB signaling in LPS-induced inflammatory responses in macrophages.

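Over the 98 tested genes of the KEGG JAK-STAT pathway, the median log2 change in LPS vs NC was 0.17, with 61 genes higher and 36 lower (camera, adjusted p = 1.67e-05, and fry, adjusted p = 0.0115). Of these genes, 21 were called upregulated and 5 downregulated. A list of 30 interferon-stimulated genes, which respond to JAK/STAT signaling, had a median log2 change of 1.53, and all 30 were higher (camera, adjusted p = 4.62e-25). In that list 19 genes were called upregulated, and 25 had an adjusted p of at most 0.05 over all genes tested, the same count as adjusted over the list alone.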

**Figure 3:**
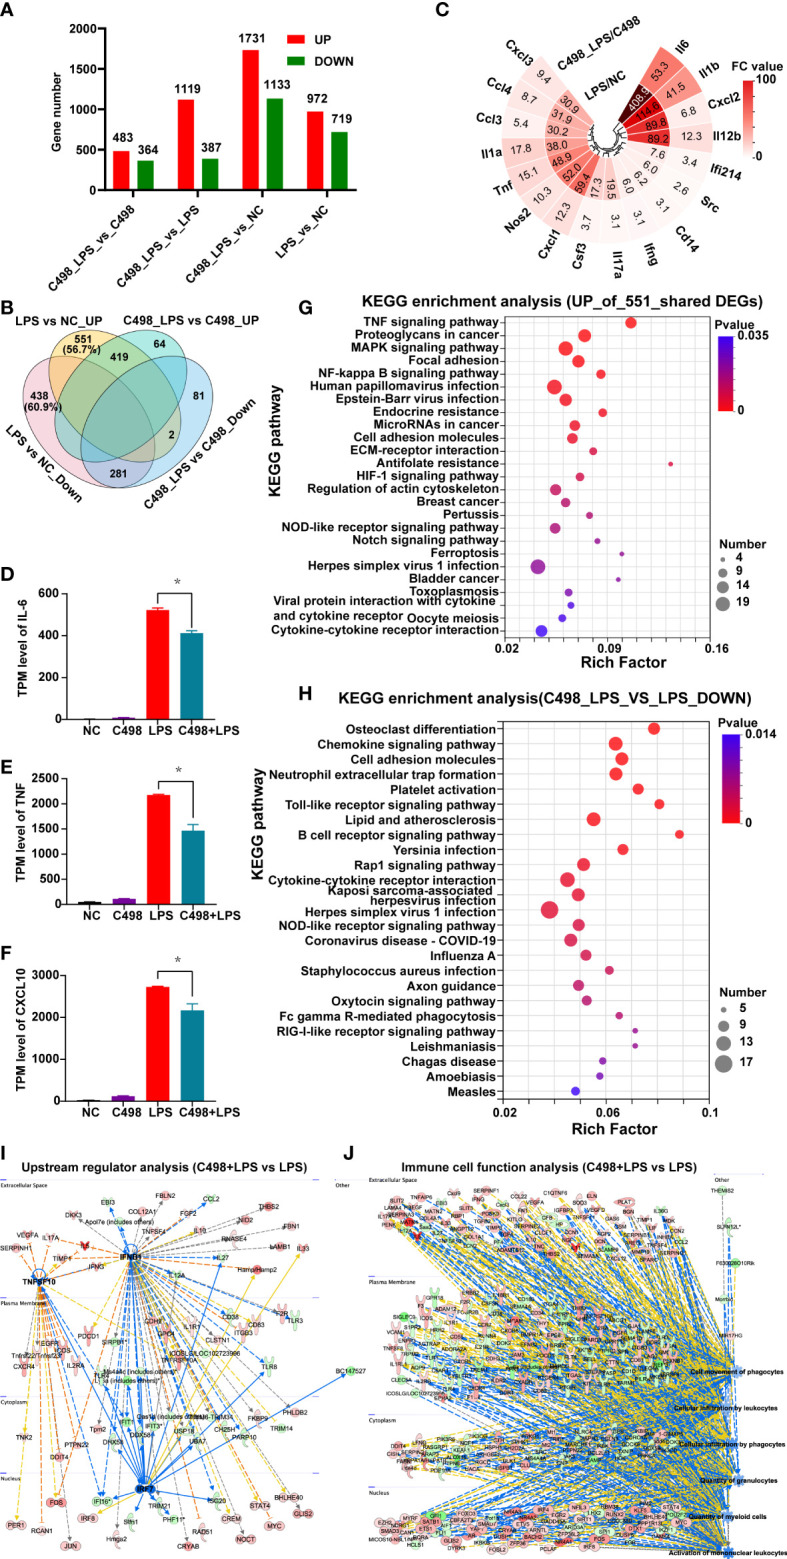
Anti-inflammatory effects of C498. **(A)**, DEGs among different treatment groups. Genes with fold change (FC) ≥ 2 and P-adjust ≤ 0.05 were considered as significantly differentially expressed genes. **(B)** Venn diagram of DEGs among indicated comparison groups. **(C)** Fold change values (FC) of canonical inflammatory factors enriched in 551 DEGs in **(B)**. D-F, The normalized expression (TPM levels) of IL-6 **(D)**, TNF **(E)** and CXCL10 **(F)** was graphed. *P < 0.05 is considered significant. **(G)**, The top 25 KEGG enrichment analysis of the upregulated 511 DEGs in **(B)**. **(H)**, The top 25 of KEGG enrichment of downregulated DEGs between C498_LPS vs LPS groups. **(I)**, The decreased upstream regulators IRF7-IFNB-TNFSF10 related networks of C498_LPS vs LPS in IPA analysis. **(J)**, The decreased immune cell trafficking functions of C498_LPS vs LPS in IPA analysis.

Next, LPS induced gene expression changes were examined in C498 treated groups to explore its influence on immune responses post LPS challenge. 

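In C498+LPS vs C498, 307 genes were called upregulated and 381 downregulated, and 3886 had an unadjusted p under 0.05. Of these, 40 upregulated and 93 downregulated genes were not called in the same direction in LPS vs NC. The median log2 change of all tested genes was -0.18. Centring every sample on its median gene gave 434 upregulated and 196 downregulated genes, so that the upregulated share went from 44.6% to 68.9%, and 502 of the DEGs remained. Quantile normalization gave a share of 61.0%. Without a fold change threshold there were 550 upregulated and 1430 downregulated genes.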

As shown in **Figure 3A**, there were 483 upregulated DEGs and 364 downregulated DEGs of C489+LPS vs C498 when compared to the 972 upregulated and 719 downregulated DEGs of LPS vs NC. Besides, Venn analysis of DEGs among indicated comparison groups demonstrated that more than half of DEGs post LPS challenge was no longer significantly upregulated (551 out of 972 (56.7%)) or downregulated (438 out of 719 (60.9%)) under C498 pretreatment (**Figure 3B**). 

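Of the genes upregulated in LPS vs NC, 410 (60.6%) were not called upregulated in C498+LPS vs C498 and 267 were shared. Of the downregulated genes, 526 (64.6%) were not called and 288 were shared. Under the alternative settings the shares lay between 54.8% and 65.8% for upregulated genes and between 52.6% and 70.2% for downregulated genes. Quantile normalization moved the first most and the absence of a fold change threshold the second. A gene can miss a threshold by replicate noise alone, so groups with no effect of C498 were simulated 50 times with the measured spread. In these simulations a median of 20.7% of the upregulated genes (range 17.9% to 23.0%) and 31.8% of the downregulated genes (range 28.9% to 34.4%) were not called in the second comparison. These simulations drew noise for each gene alone and called 763 to 825 upregulated and 1010 to 1100 downregulated genes in LPS vs NC against 677 and 814 in the data. With LPS effects scaled to 0.9, which among the factors tried brought the total number of calls closest to the data, and noise shared between genes as in the measured replicate differences, the losses had medians of 17.3% (range 4.41% to 61.9%) and 35.3% (range 5.86% to 70.7%), and 1 of 50 simulations reached the measured share of upregulated genes and 1 that of downregulated genes. Most of the genes that were no longer called still moved in the LPS direction: 389 of the 410 upregulated genes had a positive log2 change in C498+LPS vs C498, with a median of 0.62 against 1.33 in LPS vs NC. For the downregulated genes the medians were -0.66 and -1.21, and 496 of the 526 kept a negative change. The difference between the changes was itself past the thresholds, by the interaction of C498 and LPS, for 15 of the 410 and 4 of the 526 genes.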

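The inflammatory factors of Fig. 3C were taken as a panel of 17 genes: Il6, Il1b, Cxcl2, Il12b, Ifi214, Src, Cd14, Ifng, Il17a, Csf3, Cxcl1, Nos2, Tnf, Il1a, Ccl3, Ccl4 and Cxcl3. All 17 were called upregulated in LPS vs NC and also in C498+LPS vs C498, over all genes tested and adjusted over the list alone, but the study chose the panel on these samples, so the latter is not independent evidence. The ratio of mean TPM levels was smaller under C498 for every gene of the panel. For Cxcl2 it was 75.5 for LPS over NC and 5.53 for C498+LPS over C498, for Ccl3 29.6 and 4.62, and for Il17a 16.2 and 2.64. For Il1b the ratios were 93.2 and 35.6, and for Ifi214 6.94 and 3.58. The median log2 change of the panel was 4.88 in LPS vs NC and 2.89 in C498+LPS vs C498, and a pseudocount of 0.1 TPM, the alternative that moved the first most, made it 5.06. All 17 genes had a smaller log2 response under C498, with a median difference of -1.76, but the study picked the panel from genes it reports as no longer upregulated under C498 in these samples, so a smaller response is what it was picked for. Il17a was at 0.440 TPM, Il12b at 0.525 TPM and Ifi214 at 0.710 TPM in NC, where a ratio rests on very little signal.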

Especially, a lot of canonical inflammatory factors post LPS challenges (14) were enriched in these 551 DEGs (**Figure 3C**). Consistent with RT-PCR data in **Figure 2**, the expression levels of IL-6, TNF, and CXCL10 were significantly inhibited in C498+LPS vs LPS groups according to our RNA-seq data (**Figures 3D-F**). 

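The levels were, for Il6 (ENSMUSG00000025746, chromosome 5 of GRCm38 from 30013114 to 30019981), 522.2 ± 14.5 TPM in LPS and 412.2 ± 16.1 TPM in C498+LPS (SD, n = 2 per group throughout). Limma gave a log2 change of -0.34 (standard error 0.155) with an adjusted p of 0.186, which ranged from 0.0332 to 0.336 over the alternatives and was lowest without NC replicate 1, a sample of neither group. Tnf (ENSMUSG00000024401, chromosome 17 from 35199381 to 35202007) was at 2174 ± 23 TPM in LPS and 1468 ± 170 TPM in C498+LPS, a log2 change of -0.57 (limma, adjusted p = 0.00961, range 0.00621 to 0.0277), which is less than 2-fold. Cxcl10 (ENSMUSG00000034855, chromosome 5 from 92346638 to 92348889) was at 2730 ± 19.6 TPM in LPS and 2168 ± 222 TPM in C498+LPS, a log2 change of -0.34 (standard error 0.12; limma, adjusted p = 0.105, range 0.0591 to 0.174). For each gene both C498+LPS samples were below both LPS samples, which an exact two-sided permutation test gives p = 0.333, the smallest that 2 samples against 2 allow. The paper marks significance for these genes by a P that it does not describe as adjusted over genes. It sets no fold change there. The p adjusted over all tested genes is stricter and does not decide that claim for Il6 and Cxcl10. Without LPS, Il6 was at 1.43 ± 0.53 TPM in NC and 8.74 ± 0.629 TPM in C498. In the same groups Tnf was at 50.4 ± 0.721 and 111.2 ± 6.26 TPM, and Cxcl10 at 25.1 ± 2.23 and 120.5 ± 14.8 TPM.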

Next, KEGG functional enrichment analysis was performed on these 551 and 438 genes to explore the influence of C498 on LPS induced gene expression changes (**Figure 3G**, **S3A**). Proinflammatory functional terms such as TNF signaling pathway, NFκB signaling pathway, and NOD-like receptor signaling pathway are enriched in the top 25 KEGG pathways of the 551 genes (**Figure 3G**). 

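Of the 410 upregulated genes that were no longer called under C498, 154 had a KEGG pathway. No pathway had an adjusted p of at most 0.05 by Fisher's exact test, and 23 had an unadjusted p under 0.05. The NOD-like receptor pathway ranked at the top with 14 of 146 genes (adjusted p = 0.0769). It was past the threshold without a filter on low values (adjusted p = 0.00908) and with the replicate number as an added factor (adjusted p = 0.0384). Its adjusted p ranged from 0.00908 to 0.562 over the alternatives. The TNF pathway held 9 of 98 genes (adjusted p = 0.276), and without the filter 11 genes (adjusted p = 0.0163, range 0.0163 to 0.373). The NFκB pathway held 6 of 88 genes (adjusted p = 0.621) and had its lowest adjusted p, 0.128, without the filter. Ordered by p, the TNF pathway ranked at 4 and the NFκB pathway at 32. Among the 267 genes that were upregulated in both comparisons 62 pathways passed the threshold, and these genes took 27 of the TNF pathway (adjusted p = 1.35e-17) and 22 of the NFκB pathway (adjusted p = 3.07e-13).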

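Among the 526 genes downregulated in LPS vs NC and not in C498+LPS vs C498, 176 had a KEGG pathway, and no pathway passed an adjusted p of 0.05 (Fisher's exact test, with 7 at an unadjusted p under 0.05). The pathways with the smallest p were neuroactive ligand-receptor interaction (8 of 52 genes, adjusted p = 0.186) and biosynthesis of unsaturated fatty acids (4 of 21 genes, adjusted p = 0.796). The peroxisome held 7 of 65 genes (adjusted p = 0.796). The PPAR pathway held 3 of 43 genes, with an adjusted p of 1 under every setting tried. Over all 814 downregulated genes, peroxisome (13 of 65 genes) and neuroactive ligand-receptor interaction (11 of 52 genes) had an adjusted p of 0.0429.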

A panel of metabolic signaling pathways and immunosuppressive PPAR signaling pathway were enriched in 438 DEGs downregulated by LPS but not by C498+LPS (**Figure S3A**). Trend analysis also identified a panel of genes that were upregulated in LPS but reversed post C498+LPS treatment (Profile 5), and a panel of genes which were downregulated in LPS but recovered post C498+LPS treatment (Profile 2) (**Figure S4A, B**). 

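The clustering into profiles was not repeated, and genes were counted that were called in LPS vs NC and in the opposite direction in C498+LPS vs LPS. Of the upregulated genes, 95 (14.0%) were downregulated by C498+LPS compared with LPS, and 37 were raised further. Of the downregulated genes, 53 (6.51%) were raised by C498+LPS compared with LPS, and 7 were lowered further. Both comparisons use the LPS samples, so noise in these samples alone can produce such genes, and in the 50 simulations without an effect of C498 there were between 0 and 1 of either kind with noise drawn for each gene alone. With noise shared between genes there were up to 157 and 145, and as many as in the data in 1 of 50 simulations for the first kind and 2 of 50 for the second. Without a fold change threshold the counts were 343 and 222. The second count depended on the scaling, with 35 genes after centring and 28 after quantile normalization.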

KEGG functional enrichment analysis also confirmed the anti-inflammatory effects of C498 in LPS treated peritoneal macrophages (**Figures S4C, D**).

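Of the 95 genes that LPS raised and C498+LPS lowered, 40 had a KEGG pathway, and cytokine-cytokine receptor interaction was enriched with 7 of 133 genes (Fisher's exact test, adjusted p = 0.0327). Neuroactive ligand-receptor interaction followed with 4 genes (adjusted p = 0.144). For the 53 genes that moved the other way, 24 of which had a pathway, no pathway passed the threshold and 33 had an unadjusted p under 0.05. The smallest adjusted p there was 0.0543, for fluid shear stress and atherosclerosis (5 of 112 genes) and for MAPK signaling (6 of 196 genes).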

In addition, by comparing C498+LPS with LPS groups, there are 1119 significantly upregulated genes and 387 significantly downregulated genes between C498+LPS and LPS groups (**Figure 3A**). 

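In C498+LPS vs LPS, 657 genes were called upregulated and 266 downregulated, and 3797 had an unadjusted p under 0.05. With a minimum mean TPM of 5 in place of 1, the counts were 382 and 212, and without a fold change threshold they were 1107 and 938. Of the upregulated genes, 427 were also upregulated by C498 alone in C498 vs NC. Among named genes with the largest changes, Nr4a1 (ENSMUSG00000023034) rose from 1.62 ± 0.247 to 46.3 ± 4.9 TPM (SD, n = 2 per group, log2 change 4.18, standard error 0.156, limma adjusted p = 5.65e-05). Nr4a2 changed by 3.58, but its level in C498+LPS was 20.0 ± 19.8 TPM and the change was 2.42 without C498+LPS replicate 2 and 4.73 without C498+LPS replicate 1, and with only the groups compared in the fit its adjusted p was 0.0615, the highest over its alternatives. Gm44389 was listed at 0 in all NC and LPS samples and was at 86.8 ± 28.4 TPM in C498+LPS, and Snora73a was listed at 0 in every group except C498+LPS, where it was at 27.2 ± 11.7 TPM. Gpr84 (ENSMUSG00000063234) fell from 84.9 ± 4.14 to 7.51 ± 2.16 TPM (log2 change -3.36, standard error 0.228, limma adjusted p = 0.000462). The other genes with changes of this size, Gm14491, Gm12112, Gm49482, Gm10240 and the pseudogene Rpl35a-ps4, are predicted genes or pseudogenes whose reads can be shared with their parent genes, and their values are uncertain.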

KEGG analysis of downregulated DEGs indicates that signaling pathways such as Cell adhesion molecules, Chemokine signaling pathway, Toll-like receptor signaling pathway and NOD-like receptor signaling pathway were downregulated by C498+LPS compared with LPS samples (**Figure 3H**). 

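For the 266 genes downregulated in C498+LPS vs LPS, of which 110 had a KEGG pathway, Fisher's exact test gave 6 pathways with an adjusted p of at most 0.05, and 3 without a filter on low values. The Toll-like receptor pathway held 9 of 78 genes (adjusted p = 0.0109), Tlr4 among them, and it was not past the threshold without the filter (0.0689) or after quantile normalization (0.116), the highest of its alternatives. The chemokine pathway held 11 of 136 genes (adjusted p = 0.0176) and stayed past the threshold under every setting tried, with adjusted p from 0.00836 to 0.0401. Cell adhesion molecules held 6 of 78 genes (adjusted p = 0.196) and passed only after centring, with 9 genes (adjusted p = 0.0401, range 0.0401 to 0.511). The NOD-like receptor pathway held 7 of 146 genes (adjusted p = 0.547) and did not pass under any setting. Ordered by p, cell adhesion molecules ranked at 15 and the NOD-like receptor pathway at 31. By camera on all tested genes of a pathway, the median log2 change was -0.25 for the Toll-like receptor pathway (51 of 78 lower, adjusted p = 0.00338) and -0.25 for the NOD-like receptor pathway (101 of 146 lower, adjusted p = 0.000127). It was -0.17 for the chemokine pathway (adjusted p = 0.0121), or -0.066 without LPS replicate 1, and quantile normalization gave it an adjusted p of 0.076. It was -0.14 for cell adhesion molecules (adjusted p = 0.452), or -0.034 without that sample, -0.057 without C498+LPS replicate 2 and -0.27 among genes with a mean TPM of at least 5 (adjusted p = 0.0148). With fry the adjusted p of these 4 sets lay between 0.161 and 0.977. A list of macrophage markers was lower as well, with a median of -0.61, so a lower share of macrophage RNA may contribute to these falls. The receptor Tlr4 itself fell by 1.10 on the log2 scale (standard error 0.296, limma adjusted p = 0.0446, and 0.0551 with only the groups compared, within a range of 0.0114 to 0.112 over the alternatives).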

The anti-inflammatory TGF-beta signaling pathway was upregulated by C498+LPS when compared to LPS samples (**Figure S3B**). 

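The KEGG TGF-beta pathway held 10 of the 657 upregulated genes where 3.95 were expected, of 63 tested (Fisher's exact test, adjusted p = 0.0815, rank 21 by p). It passed the threshold after centring (0.0417), after quantile normalization (0.0111) and with all tested genes as the background (0.0277), within a range of 0.0111 to 0.61 over the alternatives. Dcn and Fbn1, which are also markers of fibroblasts, were among the 10. By camera, the median log2 change of the pathway in C498+LPS vs LPS was 0.24, with 48 of 63 genes higher (adjusted p = 0.00578, and fry, adjusted p = 0.115). It was 0.38 without LPS replicate 1, and 0.14 among genes with a mean TPM of at least 5 (adjusted p = 0.0509). A list of 19 tested TGF-beta response genes had a median of 0.61 with 16 genes higher (camera, adjusted p = 0.0012, and fry, adjusted p = 0.0598). Of these, 5 were called upregulated, and 6 had an adjusted p of at most 0.05 over all genes tested against 7 adjusted over the list alone. The pathways with the smallest adjusted p among the upregulated genes were protein digestion and absorption (18 of 38 genes, 4.85e-10) and ECM-receptor interaction (15 of 39 genes, 6.82e-07).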

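Transcript levels stand here for the activities that IPA predicts from downstream genes. Il10ra (chromosome 9 of GRCm38 from 45253837 to 45269149) was at 26.2 ± 4.24 TPM in LPS and 15.8 ± 0.297 TPM in C498+LPS (SD, n = 2 per group, log2 change -0.69, standard error 0.147, limma adjusted p = 0.0203), and with only the groups compared in the fit its adjusted p was 0.0541, the highest over its alternatives. Tnfsf10 (chromosome 3 from 27317028 to 27342427) fell from 14.6 ± 0.679 to 4.42 ± 0.778 TPM (log2 change -1.53, standard error 0.202, limma adjusted p = 0.00345). Irf7 (chromosome 7 from 141262706 to 141266481) fell from 1023 ± 22.2 to 727.7 ± 53.5 TPM (log2 change -0.49, standard error 0.119, limma adjusted p = 0.0309), and its adjusted p was 0.0827 without a filter on low values and 0.0996, the highest over its alternatives, after centring. Ifnb1 had a mean TPM below 1 and was not tested: it was listed at 0 in both NC samples and was at 0.270 and 1.60 TPM in the LPS samples and 1.10 and 0.650 TPM in the C498+LPS samples. Interferon-stimulated genes, which among these regulators lie downstream of Irf7 and Ifnb1, were lower in C498+LPS vs LPS for all 30 genes of a list. Their median log2 change was -0.68 (camera, adjusted p = 1.47e-14, and fry, adjusted p = 0.00791). Usp18 (-1.02), Ddx58 (-1.12) and Dhx58 (-1.10) were the 3 called downregulated, 20 had an adjusted p of at most 0.05 over all genes tested, and 24 when adjusted over the list alone. A list of macrophage markers had a median of -0.61 in the same comparison (camera, adjusted p = 7.91e-06). A lower share of macrophage RNA was therefore not separated from a fall of the interferon-stimulated genes within the cells.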

Consistently, immunosuppressive upstream regulator IL-10RA was activated (**Figure S3C**) while canonical proinflammatory TNFSF10, IFNB1 and IRF7 were inhibited by C498+LPS when compared to the LPS group (**Figure 3I**). 

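Gene sets of the deposited annotation were used in place of the functions that IPA scores. The median log2 change in C498+LPS vs LPS over 232 genes of the innate immune response was -0.25, with 148 genes lower and 83 higher (camera, adjusted p = 2.17e-05, and fry, adjusted p = 0.0857), where 25 were called downregulated and 6 upregulated. Over 149 genes of the inflammatory response it was -0.19 (camera, adjusted p = 0.0121, and fry, adjusted p = 0.192), with 21 genes called downregulated and 13 upregulated, and it was -0.11 without LPS replicate 1. Genes of neutrophil chemotaxis (37 genes, median -0.085, adjusted p = 0.452) and of lymphocyte chemotaxis (13 genes, median 0.00102, adjusted p = 0.855) were not shifted by camera, nor were those of leukocyte transendothelial migration (73 genes, median 0.044, adjusted p = 0.436). Macrophage markers had a median of -0.61, so a lower share of macrophage RNA may contribute to the falls that passed.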

Immune cell trafficking processes (**Figure 3J**) including cellular infiltration by phagocytes, cellular infiltration by leukocytes and activation of mononuclear leukocytes, as well as inflammatory diseases, such as rheumatoid arthritis, lung inflammation, dermatitis, and immune-mediated inflammation disease, are predicted to be suppressed by C498+LPS vs LPS group (**Figure S3D**).

These data suggest that C498 treatment did interfere with LPS-induced gene expression profiles and proinflammatory functional responses.

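Whether C498 changed the response to LPS was tested directly, as the interaction of both treatments. By limma, 48 genes had a negative and 9 a positive interaction, and 1351 had an unadjusted p under 0.05. Without the variance trend the counts were 9 and 3. Of the 48 genes, 45 were upregulated in LPS vs NC, and 6 of the 9 were downregulated there, so that most genes of either kind responded less to LPS in the presence of C498. A smaller response can come from a higher level before LPS or from a lower level after it. Of the 48 genes, 38 were upregulated in C498 vs NC, 6 were downregulated in C498+LPS vs LPS and another 6 were upregulated there. Over all genes upregulated in LPS vs NC, the median log2 change was 0.29 in C498 vs NC and -0.43 in C498+LPS vs LPS, while simulations without an effect of C498 gave 0.0133 to 0.0583 and -0.055 to -0.0165 with noise drawn for each gene alone, and -0.281 to 0.365 and -0.52 to 0.133 with noise shared between genes, where 1 of 50 was as extreme for the first median and 1 for the second. For the 410 genes no longer called under C498 the medians were 0.38 and -0.42, with 79 genes upregulated in C498 vs NC, 52 downregulated in C498+LPS vs LPS and 279 in neither. Choosing genes by the loss of a call shifts both medians without any effect of C498. With noise drawn for each gene alone the simulations gave 0.17 to 0.317 and -0.309 to -0.184, and 0 of 50 were as extreme for either median. With shared noise 8 and 9 of 50 simulations were as extreme. The first median was 0.57 without NC replicate 1 and 0.16 without NC replicate 2. In the inflammatory panel, which the study picked from genes it reports as no longer upregulated under C498, 12 of the 17 genes were upregulated in C498 vs NC, while in C498+LPS vs LPS Cxcl3 was downregulated and Ifng and Il17a were upregulated. The KEGG pathways with the smaller responses by camera included TNF (median difference -0.41, adjusted p = 1.79e-14), NFκB (-0.35, adjusted p = 3.27e-09) and JAK-STAT (-0.26, adjusted p = 2.43e-05), and with fry their adjusted p lay between 0.0543 and 0.158. From the loss of calls under C498 pretreatment, the lower levels of IL-6, TNF and CXCL10 and the pathways and regulators predicted from the DEGs, the paper proposes that C498 interfered with the gene expression and proinflammatory responses induced by LPS.

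**Figure D1:**
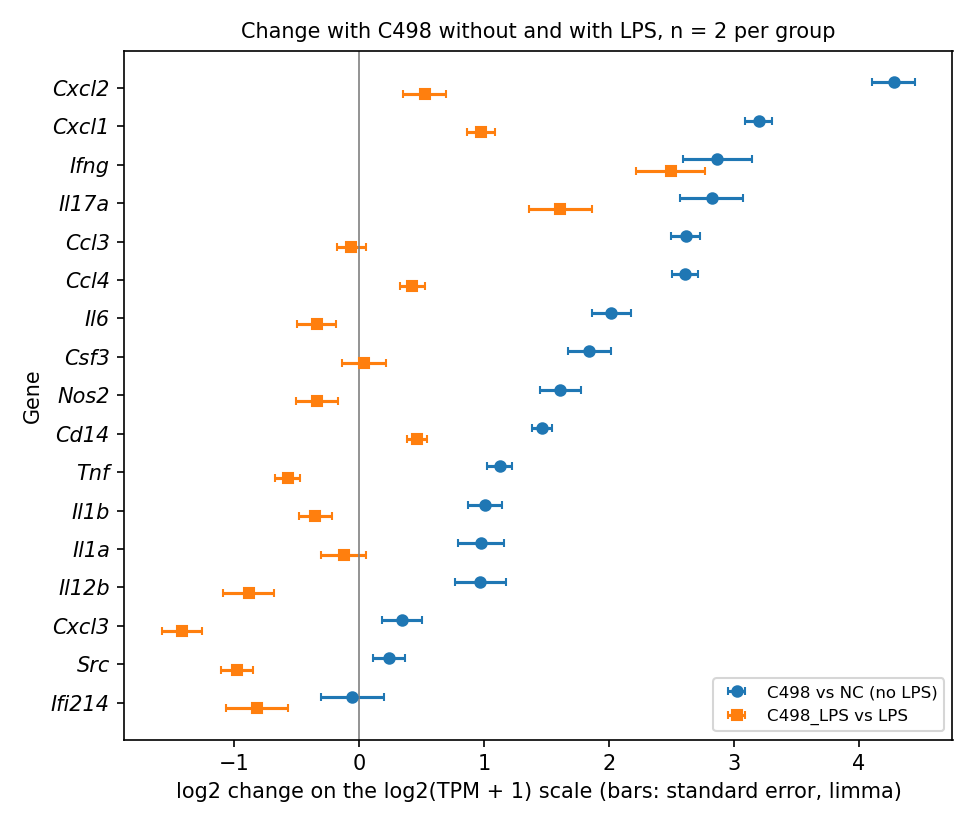
Log2 change of each of the 17 genes of the inflammatory panel, on log2(TPM + 1), in C498 vs NC (blue circles) and C498+LPS vs LPS (orange squares), with bars for the standard error from limma. C498 vs NC ranged from 4.28 for Cxcl2 to -0.05 for Ifi214, and C498+LPS vs LPS from 2.50 for Ifng to -1.42 for Cxcl3, with values on both sides of 0.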

### 3.4 Comparative analysis of C498 anti-inflammatory efficiency using IPA

To further elaborate the anti-inflammatory effects of C498, we performed comparison analysis between LPS vs NC and C498+LPS vs NC using IPA software (**Figures 4A-D**). 

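In C498+LPS vs NC, 1115 genes were called upregulated and 1104 downregulated, and 6174 had an unadjusted p under 0.05. Of the genes upregulated in LPS vs NC, 418 (61.7%) were also upregulated in C498+LPS vs NC, where the simulations without an effect of C498 gave 82.9% to 87.9% with noise drawn for each gene alone and 46.9% to 96.9% with shared noise, 5 of 50 of them as low as the data. Among the downregulated genes the share was 65.5%. The median log2 change of the KEGG Toll-like receptor pathway in C498+LPS vs NC was 0.026 (camera, adjusted p = 0.00207, and fry, adjusted p = 0.00218), and that of the NOD-like receptor pathway, which includes the inflammasome genes, was 0.034 (camera, adjusted p = 0.0395, and fry, adjusted p = 0.0253). The TNF pathway was at 0.61 (adjusted p = 8.85e-11) and the NFκB pathway at 0.35 (adjusted p = 1.1e-07).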

In canonical pathway comparison (**Figure 4A**), the signaling strength of various signaling pathways upregulated by LPS is generally diminished by C498 treatment (lower signaling strength in C498+LPS vs NC), especially for proinflammatory signaling pathways, such as Toll-like receptor signaling, inflammasome signaling, and role of Pattern Recognition Receptors in recognition of bacteria and viruses. In upstream regulator comparison (**Figure 4B**), activities of upregulated upstream regulators, including CCL2, IRF3/7/9, CXCL8, and IFN-α/β, were higher in LPS vs NC than C498+LPS vs NC. 

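The transcript of Ccl2 was at 1883 and 1727 TPM in the LPS samples and at 2223 and 2176 TPM in the C498+LPS samples. Its log2 change of 0.29 in C498+LPS vs LPS (limma, adjusted p = 0.0433) was not past the threshold after centring (0.332, the highest over its alternatives) or in several other settings. Irf9 changed by 0.21 in LPS vs NC (adjusted p = 0.17, and with centring 0.37, adjusted p = 0.0466, within 0.0466 to 0.262 over the alternatives) and by -0.52 in C498+LPS vs LPS (limma, adjusted p = 0.0139). Irf3 was lower in LPS vs NC at -0.48 (limma, adjusted p = 0.0241, and 0.173 after centring, the highest over its alternatives) and did not differ between C498+LPS and LPS, with a change of 0.01 that became -0.068 after centring, -0.13 without C498+LPS replicate 1 and 0.14 without C498+LPS replicate 2. Irf7 changed by 0.10 in LPS vs NC (limma, adjusted p = 0.587), which became -0.053 without NC replicate 1 and 0.25 without NC replicate 2. The list of interferon-stimulated genes had a median log2 change of 0.71 in C498+LPS vs NC (camera, adjusted p = 1.11e-06).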

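Pparg (chromosome 6 of GRCm38 from 115360951 to 115490399) was at 23.5 ± 2.09 TPM in NC, 5.37 ± 0.191 TPM in LPS, 25.8 ± 1.86 TPM in C498 and 10.2 ± 1.32 TPM in C498+LPS (SD, n = 2 per group). Its log2 change was -1.94 in LPS vs NC (standard error 0.149, limma adjusted p = 0.000165) and 0.81 in C498+LPS vs LPS (limma, adjusted p = 0.0122). Ppara was listed at 0 in every NC and LPS sample and did not exceed 0.160 TPM in the others. Stat6 was at 165.7 ± 82.8 TPM in NC and 79.4 ± 1.43 TPM in LPS. Its change of -0.96 was not past the threshold (limma, adjusted p = 0.0976, range 0.0174 to 0.235 over the alternatives). With the replicate number as an added factor it passed (adjusted p = 0.0174). The change was -0.43 without NC replicate 1 and -1.49 without NC replicate 2. Between C498+LPS and LPS Stat6 changed by 0.17 (limma, adjusted p = 0.816), which became -0.23 without C498+LPS replicate 1 and 0.56 without C498+LPS replicate 2. Il10ra was at 22.4 ± 2.11 TPM in NC, and its change of 0.21 in LPS vs NC (limma, adjusted p = 0.335) was within the replicate spread, at 0.047 without LPS replicate 1 and 0.37 without LPS replicate 2. Among 17 tested PPAR target genes on a list, the median log2 change was -0.71 in LPS vs NC (13 lower, camera, adjusted p = 0.00873, and fry, adjusted p = 0.000914), with 4 called downregulated, and 10 with an adjusted p of at most 0.05 over all genes tested as well as adjusted over the list alone. The same list in C498+LPS vs LPS had a median of 0.050 (camera, adjusted p = 0.588), which was -0.026 after centring.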

Meanwhile, C498 hindered the decreased activities of anti-inflammatory upstream regulators 10 (IL-10RA), PPARA, PPARG, and STAT6 post LPS treatment. 

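Over the genes annotated to the innate immune response, the median log2 change was 0.086 in LPS vs NC (camera, adjusted p = 1.87e-05) and -0.013 in C498+LPS vs NC (camera, adjusted p = 0.282, and fry, adjusted p = 0.983). The inflammatory response was at 0.087 in LPS vs NC (adjusted p = 1.38e-06) and -0.10 in C498+LPS vs NC (camera, adjusted p = 0.101, and fry, adjusted p = 0.00645). Despite that negative median, the direction by camera was upwards, so the p from fry is not evidence of a fall. Neutrophil chemotaxis was at 0.18 in LPS vs NC (9.05e-08) and -0.078 in C498+LPS vs NC, where camera, which compares means, still placed it upwards (adjusted p = 0.00453, and fry, adjusted p = 8.99e-05). Lymphocyte chemotaxis was at 0.35 in LPS vs NC (adjusted p = 0.00141) and at -0.078 in C498+LPS vs NC (camera, adjusted p = 0.0836, and fry, adjusted p = 9.75e-05). There too the direction by camera was upwards. These sets hold genes that moved in both directions, so a median near 0 does not describe every member.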

In biological function comparison, multiple functions dramatically increased by LPS such as innate immune response, recruitment, accumulation, and the activation of mononuclear leukocytes, myeloid cells, and macrophages were retarded in C498+LPS vs NC comparison (**Figure 4C**). 

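Disease terms were compared through KEGG pathways of the deposited annotation. Rheumatoid arthritis (66 genes) had a median log2 change of 0.172 in LPS vs NC and 0.13 in C498+LPS vs NC (camera, adjusted p = 0.00105). Inflammatory bowel disease (42 genes) had a median of 0.26 in LPS vs NC (camera, adjusted p = 5.84e-06) and 0.43 in C498+LPS vs NC (camera, adjusted p = 0.000159). The 108 genes annotated to the cellular response to LPS were at 0.174 in LPS vs NC (adjusted p = 2.94e-09) and 0.27 in C498+LPS vs NC (camera, adjusted p = 2.2e-05). For the latter pair of sets the median was therefore not lower in C498+LPS vs NC.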

For disease comparison (**Figure 4D**), the majority of terms hindered by C498 treatment are related to inflammation diseases such as sepsis, shock response, systemic inflammatory response, damage of lung, rheumatic disease, acute colitis, and inflammation of respiratory system.

**Figure 4:**
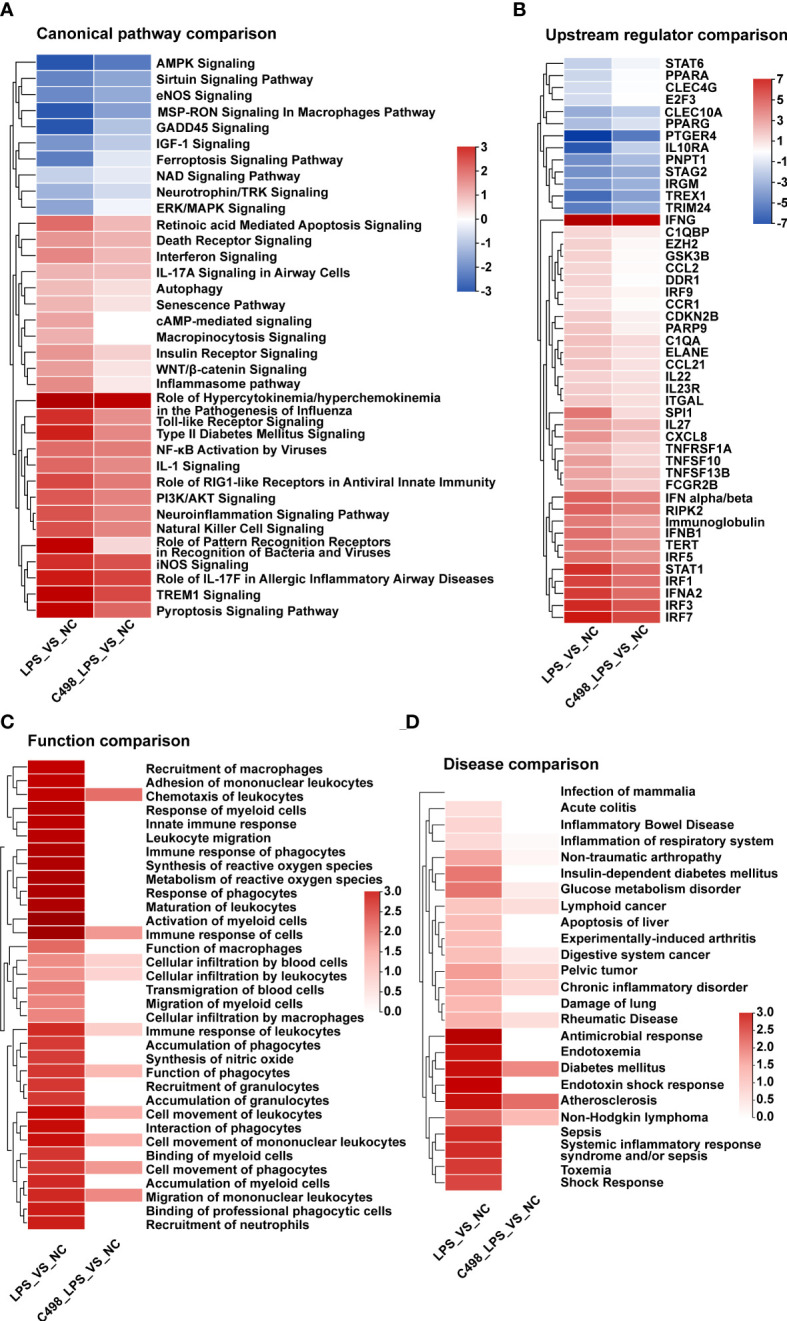
Comparative analysis of C498 anti-inflammatory efficiency. **(A-D)**, Canonical Pathway Comparison **(A)**, Upstream Regulator Comparison **(B)**, Biological Function Comparison **(C)**, and Disease Comparison **(D)** were conducted by comparing the significant differences between (C498_LPS vs NC) and (LPS vs NC). Positive z scores indicate an increase whereas negative ones indicate a reduction in specific terms.

The comparison analysis between LPS vs NC and C498+LPS vs LPS was also performed (**Figure S5**). Canonical pathways such as TREM1 signaling were induced by LPS but inhibited by C498, while pathways like TGF-β signaling were decreased by LPS but activated by C498 (**Figure S5A**). 

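Trem1 (chromosome 17 of GRCm38 from 48232768 to 48246924) had a mean TPM below 1 over all samples and was tested only in the fit without a filter on low values. It was listed at 0 in both NC samples and was at 1.46 ± 0.0566 TPM in LPS and 0.380 ± 0.0849 TPM in C498+LPS (SD, n = 2 per group, log2 change -0.84, standard error 0.0903, limma adjusted p = 0.00871 in C498+LPS vs LPS). In LPS vs NC, the KEGG TGF-beta pathway had a median log2 change of 0.077 (38 genes higher and 25 lower, camera, adjusted p = 0.0138, and fry, adjusted p = 0.189). This value was 0.22 without NC replicate 1 and -0.056 without NC replicate 2. The list of TGF-beta response genes had a median of 0.01 in LPS vs NC (10 higher and 9 lower, camera, adjusted p = 0.325), with 3 genes called upregulated and 1 downregulated, and 4 higher and 2 lower genes with an adjusted p of at most 0.05 over all genes tested against 4 and 4 adjusted over the list alone.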

Consistently, upstream regulator IL-10RA downregulated by LPS was activated by C498, and regulators like IFNB1 and STAT1 upregulated by LPS were inhibited by C498 (**Figure S5B**). 

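In C498+LPS vs LPS, the KEGG pathway of rheumatoid arthritis had a median log2 change of -0.074 (camera, adjusted p = 0.698) and that of inflammatory bowel disease -0.087 (camera, adjusted p = 0.469). Genes annotated to the cellular response to LPS were at -0.095 (camera, adjusted p = 0.397), and the TNF pathway at -0.11 (52 genes lower and 46 higher, fry, adjusted p = 0.851). None of these shifts passed the threshold by camera or fry.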

The immune cell activation and inflammatory diseases caused by LPS were alleviated by C498 treatment (**Figure S5C**).

All of these data confirm that C498 exerts anti-inflammatory effects, indicating its potential applications in inflammatory diseases like sepsis.

### 3.5 C498 treatment ameliorates LPS-induced septic shock *in vivo*

LPS, the major cell wall component of Gram-negative bacteria, induces severe systemic inflammatory responses *in vivo*, while an LPS-induced mouse septic shock model mimics the pathological process of human sepsis (32). We examined whether C498 did ameliorate the LPS-induced sepsis *in vivo*. As shown in **Figure 5A**, LPS injection caused a dramatic loss of body temperature, which was significantly hindered by C498 treatment. Tissue damage such as liver failure and kidney injury are considered major complications of septic shock (33). Plasma levels of ALT and AST to indicate liver damage and BUN for kidney damage were increased in LPS challenged mice and entirely or almost went back to normal post C498 treatment (**Figures 5B-D**). The pathogenic diagnosis of kidney and lung tissues by HE staining indicated that LPS stimulates neutrophil infiltration in lung and kidney tissue (yellow arrow) (**Figure 5E**). Nuclei fragmentation was also observed, which indicates tubular destruction (black arrow) in LPS treated kidney tissues, which was not noticed in LPS+C498 group. Accordingly, the infiltration of CD11b+ myeloid cells (including neutrophils) was increased in kidney and lung tissues post LPS injection and C498 reversed this trend (**Figures 5F-H**). The plasma level of granulocyte colony-stimulating factor (G-CSF), the growth factor for neutrophil activation in the early stages of sepsis (34), was also increased post LPS challenge and inhibited in C498+LPS group (**Figure 5I**). In consistency with the observed inhibition of proinflammatory cytokine and chemokine production by C498 *in vitro* (**Figures 2F–N**), numerous proinflammatory factors were induced in kidney and lung tissues by LPS injection, which were impaired by C498 treatment (**Figure 6**). For example, the systemic plasma IL-6 level (**Figure 6A**), and kidney and lung tissues’ IL-6 mRNA level (**Figures 6B, C**) and protein level (**Figures 6D-F**) were all increased in LPS group, but inhibited in C498+LPS mice. Both systemic plasma IL-1β protein level and mRNA level of kidney tissues were induced by LPS but diminished by C498 treatment (**Figures 6G, H**). Additionally, mRNA levels of TNF-α, CCL3, CXCL1, IL-17A and other inflammatory factors within kidney and lung tissues also exhibited the similar trend of changes (**Figures 6I-R**). We also evaluated the potential toxicity of C498 *in vivo* (**Figure S6**). C498 treatment at 5 and 10 mg/kg did not significantly change mouse body weight (**Figure S6A**), as well as weights of spleen (**Figure S6B**), liver (**Figure S6C**) and kidney (**Figure S6D**). There were also no observed changes of plasma levels of AST and BUN (**Figure S6E, F**). These results showed that C498 alleviates the inflammatory status within local tissues caused by LPS stimulation. Overall, these findings proved the protective role of C498 in LPS-induced septic shock and the low-toxicity for *in vivo* administration.

**Figure 5:**
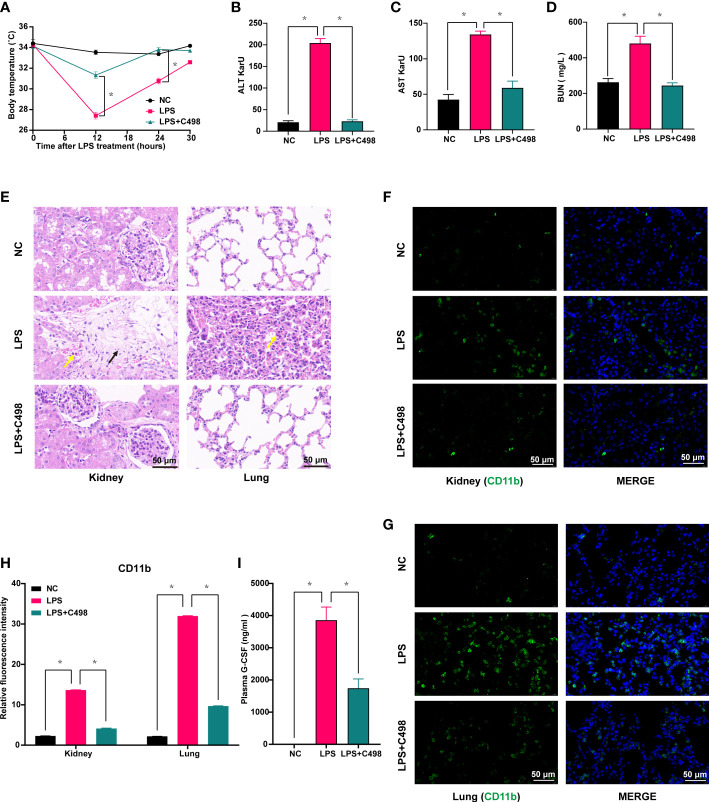
C498 prevents temperature loss and tissue damage caused by LPS-induced septic shock in vivo. Mice were i.p. administrated with 5 mg/kg C498 12 h before the LPS challenge (6 mg/kg, i.p.). Body temperature **(A)** was recorded. Mice treated as in **(A)** were sacrificed 24 h after LPS injection and plasma ALT **(B)**, AST **(C)**, and BUN levels **(D)** were measured. Mice treated as in **(A)** were sacrificed 12 h after LPS injection and HE staining (100 ×) of inflammatory cell infiltration in the lung and kidney **(E)**. Yellow arrows indicate neutrophil infiltration and black arrows indicate nuclei fragmentation. Mice treated as in **(A)** were sacrificed 12 h after LPS injection. Immunofluorescence **(F, G)** and relative fluorescence intensity (100 ×) of kidney and lung **(H)**. The green color indicates CD11b staining and blue indicates nuclear DAPI staining **(F-H)**. **(I)** The detection of 24 h plasma G-CSF levels by ELISA assay. *P < 0.05 is considered significant.

**Figure 6:**
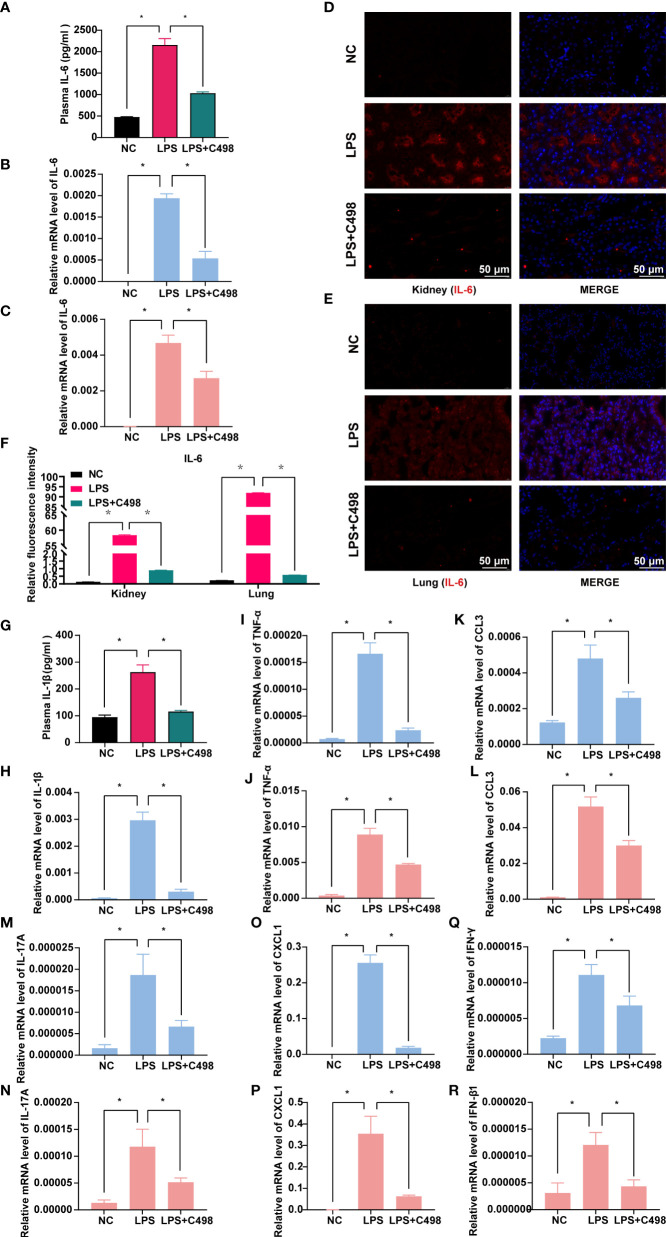
C498 inhibits the expression of relevant inflammatory factors in sepsis models. Mice were i.p. administrated with 5 mg/kg C498 12 h before the LPS challenge (6 mg/kg, i.p.) and sacrificed at 12h or 24h after LPS injection. The detection of 24 h plasma IL-6 levels by ELISA assay **(A)**. Mice treated as in **(A)** were sacrificed 12 h after LPS injection and the relative mRNA levels of IL-6 in kidney **(B)** and lung **(C)** were determined by RT- PCR. Immunofluorescence **(D, E)** and relative fluorescence intensity **(F)** of kidney and lung (100 ×). Red color indicates IL-6 staining and blue indicates nuclear DAPI staining **(D-F)**. The detection of 12 h plasma IL-1β levels **(G)** by ELISA assay and the relative mRNA levels of IL-1β in kidney **(H)** by RT- PCR. The mRNA levels of TNF-α **(I, J)**, CCL3 **(K, L)**, IL-17A **(M, N)**, CXCL1 **(O, P)**, IFN-γ **(Q)**, and IFN-β **(R)** within kidney **(I, K, M, O, Q)** and lung **(J, L, N, P, R)** tissues were determined by RT- PCR. *P < 0.05 is considered significant.

### 3.6 Target fishing of C498 compound

To better understand its mechanism of action (MOA), we performed target fishing of C498 using the SPR,HPLC and MALDI-TOF-MS approach (35). A total of 144 targets were identified and 89 targets exhibited high affinities (score > 1000). Reactome enrichment analysis of these 89 targets showed that the targets are related to phospho IKBA complex, IL-1 signaling, and IL-1 family signaling (**Figure 7A**). Among them, the putative target NF-kappa-B inhibitor alpha (NFKBIA, score 1600.89) inhibits the activity of NFκB/REL complexes to interfere with NFκB signaling while IL-1β (score 1445.32), NLR family, and pyrin domain containing 1b (NLRP1b, score 1121.29) disturb IL-1β signaling pathways. Additionally, the putative target JAK2 (score 1336.33) is the key kinase mediator for STAT activation which might be responsible for the JAK/STAT inhibition by C498. As a bioactive compound, a panel of putative targets of C498 was identified using cell based qHTS assay in the Biological Test Results section of PubChem (PubChem CID. 16020277) (36). We compared those 78 drug targets in PubChem with the 89 drug targets with high binding affinity (**Figure 7B**). The drug target NFKBIA was also verified in the PubChem database while IL-1β, NLRP1b and JAK2 were the novel targets, which have never been reported. We also did target prediction using the SwissTarget database (37), which verified 6 drug targets including JAK2 (**Figure 7C**). In addition to these 4 targets, there were other 3 inflammation-related targets with high affinities (CXCR6, MMP13 and CCR6). To further verify the targets, we performed simulations of binding activity and sites using a computer-based molecular docking analysis (38). As shown in **Table 1**, the binding energy (vina score < -7kcal/mol) of these targets indicates excellent docking of small molecules with proteins. The molecular docking model shows that the binding site of C498 on NFKBIA consists of the following residues: amino acid residues LEU-130, PRO-114, LEU-78/104/131, CYS-135, ASP-136, PHE-103, and ILE-126 in the D-chain of the protein (**Figure 7D**). The binding sites of C498 on JAK2 include GLY-858, LYS-882, ASN-981, ASP-939, MET-929, VAL-863, and LEU-983 in the A-chain (**Figure 7E**). C498 also binds strongly to the IL-1β and NLRP1b proteins (**Figures 7F, G**), demonstrating the target-based inhibitory effects of C498 on IL-1β signaling. Moreover, inflammation-related targets (CXCR6, MMP13, and CCR6) are all closely related to the progression of the inflammatory response, and C498 shows a strong bonding effect with all of them (**Figures 7H-J**). In summary, by target fishing, database matching and molecular docking, we identified putative targets JAK2 for JAK/STAT signaling, NFKBIA for NFκB signaling, and IL-1β and NLRP1 for IL-1 signaling.

**Figure 7:**
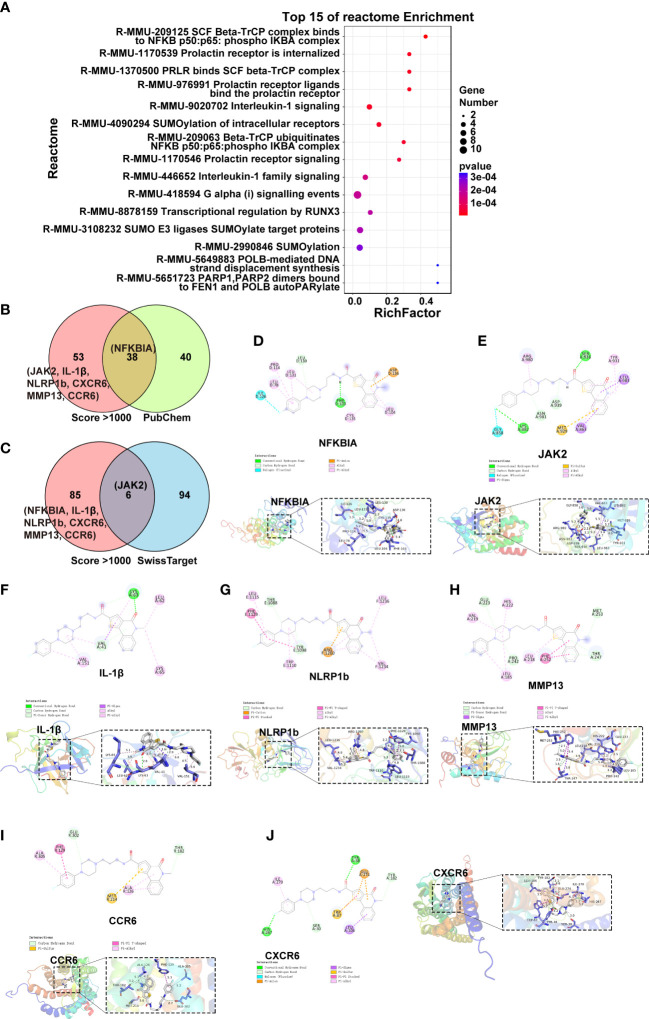
C498 putative drug targets. **(A)**, The Reactome analysis of 89 targets (score > 1000) of C498. **(B)**, Venn analysis of PubChem Biological Test and target fishing results. **(C)**, Venn analysis of target fishing results and SwissTarget predicted targets. **(D-J)**, The docking results were made separately in 2D and 3D plots using Pymol (2.3) and Discovery Studio2020.

**Table 1:** Molecular docking results of inflammatory related C498 drug targets.

Target name	Vina Score
MMP13	-11
JAK2	-10.3
CXCR6	-9.2
NLRP1b	-9.1
CCR6	-8.4
IL-1β	-7.7
NFKBIA	-7.6

## 4 Discussion

The excessive inflammatory response can cause tissue damage and abnormal organ function, severe systemic symptoms, and human mortality. Sepsis, a syndrome of multiple organs or tissue damage resulting from a systemic inflammatory response caused by infection and trauma, is a major global health concern and the leading cause of in-hospital death in the world (39). JAK/STAT and NFκB pathways are critical in the regulation of inflammation. The two pathways often co-occur, share common upstream stimulators and downstream released proinflammatory factors, and commit frequent crosstalk and physical interactions. Therefore, for drug development, it is a promising option to target both JAK/STAT and NFκB signaling *via* drug combination or dual-target drugs. In this study, we conducted a high-throughput luciferase-based drug screening project targeting the dual signaling response of JAK/STAT and NFκB activity (14), and identified the novel bioactive compound C498 as a dual inhibitor of JAK/STAT and NFκB signaling pathways. Using *in vitro* experiments combined with transcriptomic analysis, C498 is proven to inhibit key protein activities of JAK/STAT and NFκB pathways and downstream proinflammatory gene expression. The anti-inflammatory efficacy of C498 is also demonstrated in an *in vivo* sepsis model. Furthermore, we identified putative targets JAK2, NFKBIA, NLRP1b and IL-1β by target fishing, database searching, and molecular docking, which could be responsible for its anti-inflammatory effects. All of these data suggest that C498 is a promising anti-inflammatory drug for the treatment of various inflammatory diseases.

Traditional therapeutic options for inflammation include the use of glucocorticoids (GCs) and non-steroidal anti-inflammatory drugs (NSAIDs). However, the use of classical anti-inflammatory therapies with NSAIDs and cyclooxygenase 1/2 (COX1/2) inhibitors can cause a variety of side effects, such as osteoporosis, infections, digestive tract injury, and increased risk of thrombosis (40). Researchers are therefore focusing on the development of next-generation anti-inflammatory agents that are different from NSAIDs and COX1/2 inhibitors. For example, tofacitinib, a JAK3-specific inhibitor, is used to treat ankylosing spondylitis (AS), rheumatoid arthritis (RA), psoriasis, psoriatic arthritis, ulcerative colitis, polyarticular juvenile idiopathic arthritis, etc. (41). Similarly, the JAK1 inhibitors Filgotinib and Upadacitinib are used to treat inflammatory bowel disease (42). STAT3 is a potential target for drug therapy (12), and several candidate compounds have already entered clinical studies (43, 44). Some small molecule NFκB inhibitors, such as pyrrolidine dithiocarbamate ammonium (PDTC), are also currently being investigated for the treatment of various inflammatory diseases, such as acute pancreatitis-like illness (13), cardiac inflammation (45), and rheumatoid arthritis. Given the close interaction of these two signaling pathways and the fact that inhibitors targeting both pathways exhibit similar anti-inflammatory applications (46), drugs with dual inhibitory activities may be more effective in the treatment of inflammatory diseases, such as septic shock.

In addition to the sepsis model used in this study, the potential therapeutic applications of C498 for other inflammatory diseases were also provided based on the disease/function analysis of our RNA-seq data. According to IPA disease comparison analysis, C498 alleviated a variety of inflammatory diseases including shock response, systemic inflammatory response, lung injury, rheumatic diseases, acute colitis, inflammatory bowel disease, and inflammation of respiratory system, not to mention the pivotal roles of JAK/STAT and NFκB signaling pathways in these inflammatory diseases. Besides, the putative drug targets of C498 *via* target fishing approach include numerous inflammation associated targets, not only JAK/STAT and NFκB related (JAK2 and NFKBIA), but also other inflammatory signaling pathways (IL-1β and NLRP1b for IL-1 signaling) and immune cell receptors/ligands (CXCR6, MMP13, and CCR6). There are also other targets indirectly related to inflammatory pathways, some of which have been validated in PubChem, such as MTOR, NFE2L2, CUL1, and SMAD3. However, these putative drug targets need to be validated through kinase assays, overexpression/knockdown experiments, and other approaches, respectively in our future work. Especially, the binding sites predicted by molecular docking need to be further explored using tools like gene point-mutation based kinase assay, SPR binding experiment, and cell-based activity determination and compound structural modification. The drug applications of C498 for other inflammatory diseases would also be validated.

As a bioactive compound, C498 exhibited not only anti-inflammatory effects, but also therapeutic potentials for metabolic diseases and certain cancers (**Figure 4D**) according to the RNA-seq data. The non-anti-inflammatory applications of C498 need to be further verified, as well as the connections of the identified targets with these treatment usages. In another way, as a multi-target drug, the therapeutic activities of C498 for specific disease conditions might be interfered by the targets with irrelevant or opposite functions (such as anti-inflammatory vs anti-tumour). Therefore, further structural modifications could be made based on the backbone portion of the C498 compound to improve the specific biological activity while reducing adverse side effects, even though C498 fully complies with the Lipinski rule of five.

In conclusion, we found C498 to be a novel anti-inflammatory compound targeting JAK/STAT, NFκB, and other inflammatory signaling pathways. The development of multi-target anti-inflammatory drug is a growing trend, and C498 has great potential for further therapeutic applications.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE220654.

## Ethics statement

The animal study was reviewed and approved by Committee of Experimental Animals of the School of Medicine and Pharmacy, Ocean University of China (OUCSMP-20220301).

## Author contributions

QS and XL conceived and designed the experiments. JX, XZ, YX, LW, QZ, and ZW performed the experiments. JX and QS analyzed the data and wrote the paper. MZ, PL, XX, and QW polished the paper. PS provided the materials. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Bioactive compound C498-0670 alleviates LPS-induced sepsis via JAK/STAT and NFκB signaling pathways
**Source:** Front Immunol. 2023 Apr 14;14:1132265. doi: 10.3389/fimmu.2023.1132265
**Supplement:** Supplementary file 1

Supplementary Material

Bioactive compound C498-0670 alleviates LPS-induced sepsis via JAK/STAT and NFκB signaling pathways

Jing Xu, Xiaoyu Li*, Qiaoling Song*

# Supplementary Figures and Tables

## Supplementary Figures

**FIGURE S1. Workflow for high-throughput drug screening and transcriptome analysis of C498**

A, Workflow of the high-throughput drug screening procedure. B, Workflow of sequencing samples. Peritoneal macrophages were isolated and treated with vehicle or C498 for 0.5 h, followed by LPS challenge for additional 4 h. Samples were collected and processed for RNA-seq analysis.

**FIGURE S2. LPS induces proinflammatory response in peritoneal macrophages.**

A, Hierarchical cluster analysis of DEGs between LPS and NC groups. The upregulated DEGs are indicated in red, and the downregulated DEGs are in blue. B, The top 25 category terms of KEGG analysis of upregulated DEGs between LPS and NC groups. C-F, GSEA data sets enriched in LPS upregulated gene clusters. The upstream regulator network (G) and graphical summary of significant changes (H) between LPS and NC group by IPA analysis. The increase or activation of target proteins, typical signaling, immune cell regulation, and symbolic prediction of disease are indicated in orange. I, PPI analysis of DEGs in LPS-treated group vs NC group. The blue symbols indicate downregulated DEGs while the red ones indicate upregulated DEGs. Circle size represents interaction degree and color strength represents values of log (FC).

**FIGURE S3. C498 exerts anti-inflammatory effects via RNA-seq analysis.**

A, The top 25 KEGG enrichment analysis of the downregulated 438 DEGs in Fig 3B. B, The top 25 of KEGG enrichment of upregulated DEGs between C498_LPS vs LPS groups. C, The increased upstream regulator IL10RA-related networks of C498_LPS vs LPS in IPA analysis. D, The inhibited inflammatory diseases of C498_LPS vs LPS in IPA analysis.

**FIGURE S4. Trend analysis among NC, LPS, and C498+LPS.**

Trend analysis was determined for all three groups of NC, LPS, and C498+LPS genes with non-zero expression, and profile 5 (A) and profile 2 (B) were obtained. (C) The top KEGG enrichment analysis of profile 5. (D) The top KEGG enrichment analysis of profile 2.

**FIGURE S5. Comparison analysis of NC vs LPS and LPS vs LPS+C498.**

The comparison analysis between LPS vs NC and C498+LPS vs LPS was performed. The representative canonical pathways (A), upstream regulator (B), and disease/function (C) were exhibited.

**FIGURE S6. Evaluation of C498 toxicity *in vivo*.**

Mice were i.p. administrated with 5 mg/kg or 10 mg/kg C498. Body weight (A) was recorded. Mice were sacrificed at 36 h and the weights for spleen (B), liver (C), and kidney (D), and plasma AST (E) and BUN levels (F) were measured.

## Supplementary Tables

**Table S1：List of Antibodies**

| **Antibody name** | **Catalog No.** | **Company** | **Dilution** |
| --- | --- | --- | --- |
| Anti-pTyr701-STAT1 | 9167 | Cell Signaling Technology | 1:1000 |
| Anti-STAT1 | 14994 | Cell Signaling Technology | 1:1000 |
| Anti-pTyr705-STAT3 | 9145 | Cell Signaling Technology | 1:1000 |
| Anti-STAT3 | 9132 | Cell Signaling Technology | 1:1000 |
| Anti-pTyr690-STAT2 | 88410 | Cell Signaling Technology | 1:1000 |
| Anti-STAT2 | 72604 | Cell Signaling Technology | 1:1000 |
| Anti-pSer176/180-IKKα/β | 9740 | Cell Signaling Technology | 1:1000 |
| Anti-IKKα | 2682 | Cell Signaling Technology | 1:1000 |
| Anti-Tubulin | sc-5286 | Santa Cruz | 1:5000 |

**Table S2： The primer sequences for real-time PCR**

| **Gene name** | **Primer sequence** |
| --- | --- |
| TNF-α Forward | CAGGCGGTGCCTATGTCTC |
| TNF-α Reverse | CGATCACCCCGAAGTTCAGTAG |
| IL-6 Forward | TAGTCCTTCCTACCCCAATTTCC |
| IL-6 Reverse | TTGGTCCTTAGCCACTCCTTC |
| IL-1β Forward | GAAATGCCACCTTTTGACAGTG |
| IL-1β Reverse | TGGATGCTCTCATCAGGACAG |
| CXCL1 Forward | CACAGGGGCGCCTATCGCCAA |
| CXCL1 Reverse | CAAGGCAAGCCTCGCGACCAT |
| CXCL2 Forward | CCAACCACCAGGCTACAGG |
| CXCL2 Reverse | GCGTCACACTCAAGCTCTG |
| CXCL3 Forward | CAGCCACACTCCAGCCTA |
| CXCL3 Reverse | CACAACAGCCCCTGTAGC |
| CXCL10 Forward | CCAAGTGCTGCCGTCATTTTC |
| CXCL10 Reverse | GGCTCGCAGGGATGATTTCAA |
| CCL2 Forward | TTAAAAACCTGGATCGGAACCAA |
| CCL2 Reverse | GCATTAGCTTCAGATTTACGGGT |
| CCL3 Forward | TTCTCTGTACCATGACACTCTGC |
| CCL3 Reverse | CGTGGAATCTTCCGGCTGTAG |
| IL-17A Forward | TTTAACTCCCTTGGCGCAAAA |
| IL-17A Reverse | CTTTCCCTCCGCATTGACAC |
| IFN-γ Forward | ATGAACGCTACACACTGCATC |
| IFN-γ Reverse | CCATCCTTTTGCCAGTTCCTC |
| IFN-β Forward | CAGCTCCAAGAAAGGACGAAC |
| IFN-β Reverse | GGCAGTGTAACTCTTCTGCAT |
| GAPDH Forward | ATGCCTGCTTCACCACCTTCT |
| GAPDH Reverse | CATGGCCTTCCGTGTTCCTA |

How the deposited data were processed for this re-analysis (not part of the article)

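RNA was measured in peritoneal macrophages of thioglycollate-treated mice in 4 groups of 2 samples: vehicle (NC), LPS, C498, and C498 followed by LPS. The authors sequenced the libraries on an Illumina NovaSeq, filtered the reads with fastp, aligned them with HISAT2, assembled transcripts with StringTie and quantified them with RSEM. The authors deposited TPM values per gene and sample, with 2 decimals, together with their mean per group, the gene length and annotation in KEGG and GO. The authors tested counts with DESeq2 at a fold change of at least 2 and an adjusted p of at most 0.05.

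The table has 26 columns and 55801 genes, of which 24248 were above 0 in at least 1 sample, and 55414 have an Ensembl identifier. All 8 samples were used. Every sample sums to the same total, so the number of reads cannot be recovered from the TPM values, and the counting noise of a gene is known only through the difference between replicates. Counts were not analysed here. The genome build and annotation are not stated in the paper. Coordinates are those of GENCODE M21 on GRCm38, which holds 11874 (97.4%) of the tested identifiers. Of the tested genes, 283 carry an identifier of the transcript assembly and 296 have no symbol.

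Values were transformed as log2(TPM + 1), and the 12189 genes with a mean TPM of at least 1 were tested with limma 3.58.1 in R 4.3.3 by a linear model with 1 mean per group over all samples and moderated variances with a trend on mean expression. Comparisons were LPS vs NC, C498+LPS vs C498, C498+LPS vs LPS, C498+LPS vs NC, C498 vs NC and the interaction of C498 and LPS. Adjusted p are by the Benjamini-Hochberg method within each comparison. With 2 samples against 2, the smallest exact two-sided permutation p is 0.333, so single values compared by permutation cannot pass a threshold of 0.05. KEGG pathways were tested by Fisher's exact test (one-sided) against the 4749 tested genes with a pathway, for 329 pathways of 5 to 500 genes. Gene sets were tested with limma's camera at a preset correlation of 0.01, over 36 sets per comparison, and again with fry and with the correlation estimated. Calculations outside R used numpy 2.4.6 and scipy 1.17.1, and figures matplotlib 3.10.9.

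Written out were 19 gene lists, drawn up without values from these samples except for the panel, which the study chose on them: the inflammatory panel of Fig. 3C, the genes the paper names, interferon-stimulated, TGF-beta response and PPAR target genes, targets of NRF2 and of ATF4 and CHOP, heat shock, immediate-early and MHC class II genes, and markers of macrophages, fibroblasts, mesothelial cells, endothelial cells, T cells, B cells, neutrophils, eosinophils and mast cells. The genes named in the text are those the paper names for the RNA-seq data or in Fig. 3C, and the 5 with the largest change in each direction among the genes with a symbol called in C498+LPS vs LPS and in C498 vs NC whose replicates do not overlap. Other genes appear only as members of a list or pathway.

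The steps were tested on simulated data for 12189 genes, of which 200 were changed by known fold changes. Of these, 175 (87.5%) were called in the right direction, 7 unchanged genes were called, and 0 genes were called in a comparison without a change. The median absolute error of the log2 change was 0.115, and a planted pathway ranked at the top in both pathway tests. Groups without an effect of C498 were simulated 50 times from the measured means and spread, to show how many genes lose a call by noise. They were simulated 50 times more with noise mixed from the measured replicate differences, which is shared between genes, and with the LPS effects scaled by 0.9, the factor that among those tried brought the total number of calls closest to the data. These further simulations were added after the results of the others were seen.

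The design, the thresholds, the rule for named genes and the alternatives were chosen before the data were examined. The alternatives were a pseudocount of 0.1, no filter on low values, a mean TPM of at least 5, centring each sample on its median gene, quantile normalization, a fit of only the groups compared, no variance trend, the replicate number as an added factor, no fold change threshold, all tested genes as the KEGG background, and leaving out each sample in turn. IPA, the protein interaction network and the trend clustering were not repeated, since their software and databases were not at hand.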

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

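The tests of a fibroblast share, a macrophage share, carry-over, a weak LPS-like stimulation, baseline against level, and noise shared between genes were chosen only after the results were seen.

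The thresholds for the interaction were a fold change of at least 2 and a Benjamini-Hochberg adjusted p of at most 0.05. By limma, the response to LPS differed with C498 for 48 genes with a negative and 9 with a positive interaction. This is a difference of an effect between groups, tested as such. Without the variance trend there were 9 and 3, so the counts depend on how the variance is estimated from 2 samples per group. Of the 48 genes, 38 were upregulated by C498 alone and 6 were downregulated in C498+LPS vs LPS, so a higher baseline may account for most of these genes. Over all 677 genes upregulated by LPS the median log2 change in C498+LPS vs LPS was -0.43, below the range of -0.055 to -0.0165 of groups simulated without an effect of C498 and with noise drawn for each gene alone, but inside the range of -0.52 to 0.133 with noise shared between genes, where 1 of 50 was as low. These simulations held no effect of C498, so they bear on the level under LPS and do not model a higher baseline. By this median, shared noise without a lower level under LPS was an uncommon outcome, at 1 of 50, and stays open. Noise drawn for each gene alone is argued against as the cause of the loss of calls, since these simulations lost at most 23.0% of the upregulated genes, though they called more genes than the data. Shared noise with the number of calls matched lost up to 61.9% and reached the measured 60.6% in 1 of 50 simulations, so it is an uncommon outcome that stays open. Without NC replicate 1 the number of genes past 2-fold with a negative interaction was 884 against 412 with all samples.

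C498 vs NC is a comparison the paper's text does not report on. By limma, 687 genes were called upregulated and 166 downregulated, and 3898 had an unadjusted p under 0.05. With only these groups in the fit the counts were 306 and 73. Centring gave 565 and 269, which took the upregulated share from 80.5% to 67.7%, and quantile normalization 67.3%. Without NC replicate 1 the genes past 2-fold upwards were 1457 against 896 with all samples.

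The inflammatory panel, which the study picked from genes it reports as no longer upregulated by LPS under C498 in these samples, was higher with C498 alone, with a median log2 change of 1.61, 16 of 17 genes higher and 12 called (camera, adjusted p = 3.75e-14, and fry, adjusted p = 3e-04), and 14 past the adjusted p both over all genes tested and adjusted over the list alone. That choice favours genes with a high level in C498, so these p are not independent evidence. The median was 1.49 after centring and 1.52 after removing a trend on gene length and GC content, which argues against both as the whole cause. Carry-over of RNA from LPS-treated cells is argued against as well: whatever C498 does to a gene, RNA carried over adds to its level, and the level in C498 over that in LPS allowed a share of 1.17% (a low percentile over 47 strongly LPS-induced genes outside the panel). Subtracting this share left the panel at 1.43. A weak LPS-like stimulation of the cultures cannot be told apart from an effect of C498. Interferon-stimulated genes, which LPS raises, had a median of -0.21 in C498 vs NC (-0.41 without NC replicate 2). They were also lower in C498+LPS vs LPS (-0.68), and whatever lowers them there could hide a small rise. C498 did not block their induction, since LPS raised 26 of 30 in the presence of C498, with a median of 0.90.

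Fibroblast markers, which the paper does not discuss, had a median log2 change of 1.75 in C498 vs NC, with 18 of 18 higher and 16 called, over all genes tested and adjusted over the list alone (camera, adjusted p = 3.28e-11, and fry, adjusted p = 0.00621). In C498+LPS vs LPS the median was 1.92, with 17 of 18 higher, 14 called and the lowest at -0.96. Of the 20 listed genes, 16 reached a mean TPM of 1 in NC, so these cultures express many of them without C498, and none is in another list or in the panel. Their summed TPM levels were 346.5 and 299.1 in NC against 1118.3 and 1315 in C498. The median was 1.63 after centring and 1.57 after removing a trend on gene length and GC content. A lower share of macrophage RNA with all other cells unchanged would raise the markers of every other cell type. The 4 tested neutrophil markers had a median of -0.81, not past the threshold at a mean TPM of at least 5 (camera, adjusted p = 0.0686). Medians were above 0 for mesothelial (1.06), T cell (0.52), B cell (0.63), mast cell (0.34) and endothelial (0.16) markers, of which only the mesothelial shift passed by camera. Macrophage markers were at -0.44, so a lower macrophage share stays open as a part of the cause. A larger share of fibroblast RNA may account for most of the pattern: of the 11 abundant markers, 100% lay within 2-fold of their median change in C498 vs NC, from 1.48 to 2.04 on the log2 scale, and 10 in C498+LPS vs LPS, where all 11 were higher. It would not lower a marker, as seen for 1 of the 18 in C498+LPS vs LPS. Regulation of these genes within the macrophages by C498 was not tested and stays open.

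Immediate-early genes, outside those the paper discusses, had a median log2 change of 2.31 in C498 vs NC, with 12 of 12 higher, 11 called, and 12 with an adjusted p of at most 0.05 over all genes tested as well as adjusted over the list alone (camera, adjusted p = 5.31e-17, and fry, adjusted p = 4.33e-05). The median was 2.19 after centring. The lowest summed TPM of a C498-treated sample was 2.39 times the highest of the others, which argues against handling that varied at random between cultures. Handling that differed by treatment could give the same value of 2.39 and stays open, as does an effect of C498.

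Heat shock genes, also outside those the paper discusses, had a median of 0.709 in C498 vs NC, with 9 of 10 higher, 4 called, and 8 with an adjusted p of at most 0.05 over all genes tested against 9 adjusted over the list alone (camera, adjusted p = 1.05e-06, and fry, adjusted p = 0.00115). After centring the median was 0.587, which argues against scaling as the whole cause. In LPS-treated cells the list was higher as well, with a median of 0.809 in C498+LPS vs LPS and 10 of 10 higher (camera, adjusted p = 2.7e-08, and fry, adjusted p = 0.00171). A stress response to C498 stays open, since no test here was aimed at it.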

How the results depend on the processing

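None of the alternatives in this part was chosen only after the results were seen.

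The counts below are of genes past the thresholds by limma, higher then lower, and the cause of a change was not tested unless it is named. Without a fold change threshold, which by construction calls more genes, there were 1200 and 2409 in LPS vs NC, 550 and 1430 in C498+LPS vs C498, 1107 and 938 in C498+LPS vs LPS, 1903 and 3175 in C498+LPS vs NC, and 1132 and 754 in C498 vs NC. The share of LPS-downregulated genes no longer called was 52.6%, 343 LPS-induced genes were lowered by C498+LPS and 222 LPS-lowered genes raised. The genes no longer called had median log2 changes of -0.28 in C498+LPS vs LPS (upregulated), -0.28 in C498 vs NC and 0.12 in C498+LPS vs LPS (downregulated).

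Centring on the median gene gave 530 downregulated genes in LPS vs NC, 196 in C498+LPS vs C498 and 269 in C498 vs NC. The shares no longer called were 56.0% and 70.2%. The downregulated genes no longer called were at -0.61 in C498 vs NC and 0.084 in C498+LPS vs LPS, and 35 LPS-lowered genes were raised. The panel median was 5.05 in LPS vs NC, 3.10 in C498+LPS vs C498 and 1.49 in C498 vs NC, and 1 set instead of 3 was shifted down in C498+LPS vs C498. In C498+LPS vs LPS, Csf3 (-0.038), Irf3 (-0.068) and the PPAR target list (-0.026) reversed.

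Quantile normalization gave 510 downregulated genes in LPS vs NC and 266 in C498 vs NC, a share no longer called of 54.8% for upregulated genes, medians of -0.61 and 0.071 for the downregulated genes no longer called, 28 LPS-lowered genes raised and a panel median of 1.48 in C498 vs NC.

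With a mean TPM of at least 5, which tests fewer genes, there were 382 upregulated genes in C498+LPS vs LPS and 452 in C498 vs NC. The share of downregulated genes no longer called was 56.8%, their median in C498 vs NC was -0.40, and 10 KEGG pathways passed for genes upregulated in C498+LPS vs LPS. Without a filter, the interaction gave 3 and 15 genes, the shares no longer called were 65.8% and 68.9%, the median in C498+LPS vs LPS of the downregulated genes no longer called was 0.17, and 2 KEGG pathways passed for the upregulated genes no longer called and 3 for genes downregulated in C498+LPS vs LPS. A pseudocount of 0.1 gave medians of -0.39 and 0.28 for the downregulated genes no longer called, 100 LPS-lowered genes raised, and panel medians of 5.06 in LPS vs NC and 1.92 in C498 vs NC.

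With only the groups compared in the fit, which leaves fewer samples for the variance, C498 vs NC gave 306 and 73 genes, the share of upregulated genes no longer called was 55.2%, and the median in C498+LPS vs LPS of the downregulated genes no longer called was 0.17. Without the variance trend the interaction gave 3 and 9 genes. The labels do not say that the replicate numbers pair the samples, and deviations of same-numbered samples from their group means correlated by 0.0397 to 0.168, so a weak pairing is not excluded. With the replicate block the interaction was negative for 72 genes and positive for 12 (48 and 9 without it). In that fit 2 KEGG pathways passed for the upregulated genes no longer called, and Cxcl2 in C498+LPS vs LPS (limma, adjusted p = 0.0219) and Stat6 in LPS vs NC (0.0174) passed the threshold.

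With the correlation estimated, camera called 0 sets in each comparison and direction, against 20, 1, 19, 3, 7, 8, 22, 2, 15, 3 and 19 with the preset correlation. Even the inflammatory panel in C498+LPS vs C498, with all 17 genes called, had an adjusted p of 0.0727 in that setting, so these failures say little. With fry, 3 sets were shifted down in LPS vs NC, 12 up in C498+LPS vs C498, 5 up and 3 down in C498+LPS vs LPS, 5 down in C498+LPS vs NC and 9 down by the interaction.

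Across the fits that each left out 1 sample, genes past 2-fold upwards in C498 vs NC numbered from 756 to 1457, and genes past 2-fold with a negative interaction from 337 to 884, both highest without NC replicate 1. The shares past 2-fold no longer called ranged from 54.6% to 72.0% (upregulated) and from 63.3% to 71.4% (downregulated). The medians of the downregulated genes no longer called ranged from -0.48 to -0.39 in C498 vs NC and from 0.17 to 0.21 in C498+LPS vs LPS, and the panel in C498+LPS vs LPS from -0.31 to -0.055. Il6 in C498+LPS vs LPS ranged from -0.38 to -0.30, with an adjusted p by limma of 0.0332 without NC replicate 1 and 0.034 without NC replicate 2. Directions reversed in C498+LPS vs LPS for Csf3 (-0.055 to 0.13), Il1a (-0.31 to 0.067), Ccl3 (-0.17 to 0.045), Stat6 (-0.23 to 0.56) and Irf3 (-0.13 to 0.14), in LPS vs NC for Irf7 (-0.053 to 0.25) and the KEGG TGF-beta pathway (-0.056 to 0.22), and in C498 vs NC for Ifi214 (-0.18 to 0.078).

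Among genes and sets named singly, leaving out a sample left 841 values unchanged, 22 moved, 26 weaker and 4 stronger. Where the sample belonged to a group compared no test was run, and unchanged means a move within the replicate spread. The other settings left 30 weaker with the correlation estimated, 13 with only the groups compared, 12 without a filter and 9 with fry. The unknown depth limits what can be said of genes with a low TPM, whose counting noise was not measured.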

Differences from the paper's values

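The paper gives 483 genes upregulated in C498+LPS vs C498, against 307 here by limma. Of the alternatives set before the data were examined, centring (434), quantile normalization (410), the replicate block (322) and no fold change threshold (550) came within 1.5 times the paper's count. A pseudocount of 0.1 (317), no filter on low values (247), a mean TPM of at least 5 (254), only the groups compared (295) and no variance trend (298) did not.

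The paper gives 1119 genes upregulated in C498+LPS vs LPS, against 657 here. A pseudocount of 0.1 (751) and no fold change threshold (1107) came within 1.5 times, and no filter (514), a mean TPM of at least 5 (382), centring (579), quantile normalization (531), only the groups compared (582), no variance trend (664) and the replicate block (677) did not.

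For C498+LPS vs NC, the paper shows about 1700 upregulated genes in Fig. 3A, read by eye, against 1115 here. A pseudocount of 0.1 (1256), centring (1281), quantile normalization (1203) and no fold change threshold (1903) came within 1.5 times, and no filter (1046), a mean TPM of at least 5 (749), only the groups compared (940), no variance trend (1101) and the replicate block (1131) did not.

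The paper places the inflammatory factors of Fig. 3C among the genes that LPS no longer upregulates under C498. All 17 were called upregulated in C498+LPS vs C498, and between 16 and 17 under the alternatives.

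The paper states that IL-6, TNF and CXCL10 were significantly lower in C498+LPS than in LPS. Its figure marks this by a P that is not described as adjusted over genes. By limma the log2 changes were -0.34 for Il6 (adjusted p = 0.186), -0.57 for Tnf (adjusted p = 0.00961) and -0.34 for Cxcl10 (adjusted p = 0.105). None reached 2-fold. Il6 passed the adjusted p threshold without NC replicate 1 (0.0332) or without NC replicate 2 (0.034), and Cxcl10 had 0.0591 at the lowest.

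For the genes no longer upregulated under C498, the paper names TNF, NFκB and NOD-like receptor signaling among its top KEGG pathways. That is a rank and not an adjusted p. Ordered by p they ranked here at 4, 32 and 1, the first and last within the length of the paper's list. Their adjusted p by Fisher's exact test were 0.276, 0.621 and 0.0769. Without the filter on low values the TNF (0.0163) and NOD-like receptor (0.00908) pathways passed, the latter also with the replicate block (0.0384), and NFκB did not pass in any setting. The PPAR pathway, which the paper names for the genes no longer downregulated, had an adjusted p of 1 in every setting. It ranked at 32, and at 11 after quantile normalization.

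Among the genes downregulated in C498+LPS vs LPS, the paper names cell adhesion molecules and NOD-like receptor signaling. Their adjusted p were 0.196 and 0.547, at ranks 15 and 31, the first within the length of the paper's list. The former passed after centring (0.0401) and the latter in no setting. The TGF-beta pathway, which the paper names for the upregulated genes, ranked at 21, within the length of that list. Its adjusted p was 0.0815, and it passed after centring (0.0417), after quantile normalization (0.0111) and with all tested genes as the background (0.0277).

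The paper describes IL-10RA as activated in C498+LPS vs LPS and inhibited by LPS, as predicted from downstream genes. The transcript Il10ra changed by -0.69 in C498+LPS vs LPS and by 0.21 in LPS vs NC. The paper describes the activity of IRF3, predicted from downstream genes, as raised by LPS, while the transcript changed by -0.48 in LPS vs NC. The paper describes TGF-beta signaling as reduced by LPS, while the median of the KEGG pathway was 0.077 in LPS vs NC, and -0.056 without NC replicate 2.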

Other observations

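No explanation was tested in this part, and no test in it was chosen only after the result was seen.

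The paper's Fig. 2 measures transcripts by RT-PCR in peritoneal macrophages under other conditions than the RNA-seq. In the RNA-seq, C498+LPS vs LPS gave log2 changes of 0.98 for Cxcl1 (limma, adjusted p = 0.00195), 0.52 for Cxcl2 (adjusted p = 0.0821, and 0.0326 without NC replicate 1 and 0.0324 without NC replicate 2), 2.50 for Ifng (adjusted p = 0.00192) and -0.35 for Il1b (adjusted p = 0.128, and -0.18 without C498+LPS replicate 2).

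The share of mitochondrial transcripts was 2.39% and 2.19% in NC, 1.80% and 1.87% in LPS, 3.07% and 3.01% in C498, and 3.12% and 4.60% in C498+LPS. The median log2 of the tested genes was 4.03 in NC replicate 1 and 3.71 in NC replicate 2, and many values above differ with which of these is left out.

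Among named genes, Nr4a1 (5.64), Dusp1 (4.79), Fosb (4.71) and Gem (4.36) had the largest log2 changes upwards in C498 vs NC after Gm44389, and F630028O10Rik changed by -2.71. Gm43587, Gm48274, Gm47248 and Gm14822 were listed at 0 in C498, and these predicted genes are uncertain.

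Medians of the other lists in C498+LPS vs LPS and C498 vs NC, with adjusted p from camera in limma, were: mesothelial markers 1.13 (0.00257) and 1.06 (0.00535), endothelial markers -0.37 (0.482) and 0.16 (0.994), T cell markers 0.42 (0.535) and 0.52 (0.188, and 0.048 with fry), B cell markers 0.72 (0.397) and 0.63 (0.432), mast cell markers 0.44 (0.482) and 0.34 (0.432), macrophage markers -0.61 (7.91e-06) and -0.44 (0.000268), neutrophil markers -1.13 (0.0116) and -0.81 (0.013). Neutrophil markers were at -1.26 in C498 vs NC without NC replicate 1. NRF2 targets were at -0.13 (0.535) and -0.074 (0.589), ATF4 and CHOP targets at 0.36 (0.00343) and 0.44 (0.00934), and MHC class II genes at -0.28 (0.457) and 0.052 (0.969). TGF-beta response genes were at 0.56 in C498 vs NC (0.000476), or 0.84 without NC replicate 1 and 0.36 without NC replicate 2, and PPAR targets at -0.069 (0.735). No eosinophil marker reached a mean TPM of 1 over the samples, and Epx was listed at 0 in all of them.

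In NC a mean TPM of 1 was reached by 14 of the 17 panel genes, 30 of 30 interferon-stimulated genes, 17 of 20 TGF-beta response genes, 18 of 20 PPAR targets, 17 of 18 macrophage markers, 12 of 12 NRF2 targets, 12 of 13 ATF4 and CHOP targets, 10 of 10 heat shock genes, 11 of 13 immediate-early genes and 7 of 7 MHC class II genes. It was reached by 2 of 16 mesothelial, 1 of 10 endothelial, 3 of 13 T cell, 4 of 10 B cell, 4 of 10 neutrophil, 4 of 10 mast cell and 1 of 5 eosinophil markers. Atf3 is on both the immediate-early list and that of ATF4 and CHOP targets, and no other gene is on more than 1 of these lists.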
